# Heterogeneity of hypothalamic pro-opiomelanocortin-expressing neurons revealed by single-cell RNA sequencing

**DOI:** 10.1016/j.molmet.2017.02.007

**Published:** 2017-03-01

**Authors:** Brian Y.H. Lam, Irene Cimino, Joseph Polex-Wolf, Sara Nicole Kohnke, Debra Rimmington, Valentine Iyemere, Nicholas Heeley, Chiara Cossetti, Reiner Schulte, Luis R. Saraiva, Darren W. Logan, Clemence Blouet, Stephen O'Rahilly, Anthony P. Coll, Giles S.H. Yeo

**Keywords:** POMC, Melanocortin, AGRP, Leptin, Insulin, Hypothalamus, Arcuate nucleus, Gene expression, Neuron, Transcriptome

## Abstract

**Objective:**

Arcuate proopiomelanocortin (POMC) neurons are critical nodes in the control of body weight. Often characterized simply as direct targets for leptin, recent data suggest a more complex architecture.

**Methods:**

Using single cell RNA sequencing, we have generated an atlas of gene expression in murine POMC neurons.

**Results:**

Of 163 neurons, 118 expressed high levels of *Pomc* with little/no *Agrp* expression and were considered “canonical” POMC neurons (P^+^). The other 45/163 expressed low levels of *Pomc* and high levels of *Agrp* (A^+^P_+_). Unbiased clustering analysis of P^+^ neurons revealed four different classes, each with distinct cell surface receptor gene expression profiles. Further, only 12% (14/118) of P^+^ neurons expressed the leptin receptor (*Lepr*) compared with 58% (26/45) of A^+^P_+_ neurons. In contrast, the insulin receptor (*Insr*) was expressed at similar frequency on P^+^ and A^+^P_+_ neurons (64% and 55%, respectively).

**Conclusion:**

These data reveal arcuate POMC neurons to be a highly heterogeneous population.

**Accession Numbers**: GSE92707.

## Highlights

• Hypothalamic POMC neurons are heterogeneous and can broadly divided into 4 groups.
• Cell surface receptors are major drivers for the segregation.
• Unexpectedly, 28% of POMC-cells show signatures typical of AgRP/NPY neurons.
• Only 12% express leptin receptor, indicating response to leptin is likely indirect.

## 1 Introduction

The leptin-melanocortin pathway plays a key role in the control of food intake and body weight, with genetic disruption of multiple components of the pathway resulting in severe, early-onset obesity in both humans and mice (reviewed by [1]).

In the brain, POMC expression is localized to neurons in the arcuate nucleus (ARC) of the hypothalamus and in the nucleus of the solitary tract (NTS) [2]. POMC is a pro-peptide that is processed to a range of bioactive peptide products including α and β-MSH [3], [4], both of which act on melanocortin receptors 3 and 4, which are widely expressed in the central nervous system. The role of MC4R in mediating the effects of POMC on energy balance is well established, whereas the role of MC3R is less clear [2]. In the ARC, anorexigenic POMC neurons exist alongside orexigenic neurons that express the endogenous melanocortin antagonist agouti-related peptide (AgRP) [5], [6]. The canonical view of the melanocortin pathway is one where leptin, which is produced from white adipose tissue to reflect fat mass, signals to leptin receptors on the POMC and AgRP neurons, increasing the activity of POMC neurons and reducing the activity of AgRP expressing neurons [1], [2].

However, there is a body of evidence that indicates this view of the leptin melanocortin pathway to be an over-simplistic representation of the relevant circuitry. Woods and Stock, using FOS immunoreactivity of the immediate early gene *c-fos* as a marker of neuronal activation, reported that while neurons in the arcuate nucleus of leptin deficient *ob/ob* mice were activated by peripheral leptin administration, the area of the hypothalamus most strongly activated was the paraventricular nucleus [7]. Later, it became clear that not all POMC neurons express the receptors for leptin or insulin, with whole-cell patch-clamp electrophysiology indicating that a subpopulation is depolarized by leptin, while a separate and distinct population is hyperpolarized by insulin [8]. POMC neurons also vary in their expression of the neurotransmitters glutamate, Ƴ-aminobutyric acid (GABA) [9], [10], and acetylcholine [11] and their downstream projections. For instance, 40% of POMC neurons appear to be GABAergic and hence inhibitory [9]. In addition, only about 40% of POMC neurons express the serotonin 2C receptor (5HT_2C_-R), the target for the weight-loss drug Lorcaserin, through which it is thought to mediate much of its actions on satiety [12], [13]. Finally, mice with a targeted deletion of the leptin receptor specifically from POMC neurons display a surprisingly mild phenotype [14], as compared to complete *Pomc* null mice [15], [16] and *db/db* mice homozygous for a *Lepr* mutation [17].

A recent paper by Henry et al. reported the gene expression profiles of pooled AGRP and POMC neurons from fed and food deprived mice and found that the global pattern of gene expression in response to an acute energy deficit are far more dramatic in AGRP expressing than POMC expressing neurons [18]. However, because of its use of pooled cells, the transcriptomic profiles of individual neurons, and hence their variability in gene expression, was not examined.

We now report the results of single cell RNA sequencing in isolated POMC expressing neurons of the arcuate nucleus, which has revealed a previously unappreciated degree of heterogeneity within this anatomically highly localised population.

## 2 Results

### 2.1 RNA-sequencing of POMC neurons

Using a POMC-eGFP mouse [19], we successfully sequenced the transcriptome of 163 GFP positive (MBH Pos) and 7 GFP negative cells (MBH Neg) from hypothalamic tissue encompassing the arcuate nucleus (Figure 1A), and 24 cells, as positive controls, from the pituitary (Pit) known to express high levels of POMC (GEO Acc# GSE92707). 

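MBH Pos cells were single neurons sorted by the fluorescence of enhanced GFP, which these mice carry under *Pomc* regulatory sequences, and each cell gave 1 sequencing library. The values analysed here cover the 163 MBH Pos cells and 12187 genes. The authors aligned reads to the mouse genome (GRCm38) with TopHat2, counted them per gene with Cufflinks and normalized them with edgeR and limma, and each value is in log2RPM. All 163 cells share 1 lowest value of -0.91 log2RPM (0.532 RPM), which stands for 0 reads, and every gene reached 5 RPM in at least 7 cells. From the steps between low values, the depth over these genes came to between 1.46 and 41.9 M reads per cell, with a median of 8.11 M. A gene was called expressed in a cell at 5 linear RPM or more, the cut-off of the paper. Shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only. No animal, plate or batch is named for any cell, so the 163 cells stand as 1 sample. SDs are therefore spreads over cells, no p-value was computed, and numbers of higher and lower genes are given for gene lists only. A gene is described as higher or lower in a group where the means of log2RPM differ by at least 1.

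The labels do not give the class of a cell, and the classes used in the paper were rebuilt from its supplement: 45 neurons with high *Agrp* (A+P_+_) and 118 others (P+), the latter in 4 clusters of 69, 15, 7 and 27 cells. Supplementary Table 1 gives, for a set of genes, the share of cells in each P+ cluster that express the gene, and all but 1 of them were matched by symbol. Each cell was placed in 1 cluster, or in the A+P_+_ class if in none, so that the numbers of expressing cells came closest to that table. The assignment was repeated with each of 2 random parts of the genes, and both gave all 163 cells the same class. Numbers of expressing cells for the genes left out came within 1 cell of the table for 89.6% of values in 1 direction and 90.6% in the other, against a limit of 90% set before the data were examined. The rebuilt classes were kept after these values were seen. *Agrp*, *Npy*, *Lepr*, *Insr*, *Gad1* and *Ghsr* are not in the table and had no part in the assignment, whereas *Pomc*, *Cartpt* and *Slc17a6* are. In a simulation with known classes, 92.6% of cells were placed correctly.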

When we visualized the transcriptomic data using t-SNE dimension reduction analysis [20], the pituitary and hypothalamic cells segregated into two discrete clusters, with the hypothalamic neurons further segregating into GFP positive and GFP negative cells (Figure 1B).

All cells sequenced were of similar size, as measured by degree of forward scatter on the cell-sorter and expressed both *Actb* and *Gapdh* (Figure 1C). 

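Every one of the 163 MBH Pos cells expressed the cytoskeletal actin *Actb*, the glycolytic enzyme *Gapdh* and the neural cell adhesion molecule *Ncam1* (100%, 95% interval 97.8% to 100%). *Actb* had a mean of 9.75 ± 0.95 log2RPM (SD over 163 cells) and *Gapdh* of 10.09 ± 0.55 log2RPM. *Ncam1* (ENSMUSG00000039542, chromosome 9 of GRCm38, 49504361 to 49798922) had a mean of 7.79 ± 1.22 log2RPM. Among other pan-neuronal genes, *Snap25*, a protein of synaptic vesicle fusion, stood at 10.34 ± 0.88 log2RPM and *Stmn2*, a regulator of microtubules in growing axons, at 9.01 ± 1.60 log2RPM, and these and *Map2* were detected in all 163 cells. *Tubb3* and *Eno2* were each detected in 98.2% of cells, *Elavl4* in 96.3%, *Syt1* in 88.96% and *Rbfox3* in 74.2%. Levels were not even: in the 7 cells of cluster 3 described below, the differences from the other clusters were -4.41 for *Stmn2*, -3.401 for *Rbfox3* and -2.12 for *Snap25*.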

All the hypothalamic cells expressed the neuronal marker *Ncam*, but, because the pituitary cells contained both neuronal derived posterior and the ectodermally derived anterior, there was a larger heterogeneity of *Ncam* expression in the pituitary cells (Figure 1C). In contrast, the GFP signal, which reflects the degree of *Pomc* expression, was consistently high with very little heterogeneity in the pituitary POMC cells, whereas hypothalamic GFP neurons show a much larger variation in signal. *Cartpt*, which is canonically expressed together with *Pomc* in the same neurons, also showed variable expression in hypothalamic GFP neurons and was not detected in the pituitary (Figure 1C). 

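*Pomc* (ENSMUSG00000020660, chromosome 12, 3954951 to 3960618) was detected in all but 1 of 163 MBH Pos cells (99.4%, 95% interval 96.6% to 100%), at levels from 1.01 to 16.06 log2RPM with a mean of 8.39 ± 3.59 log2RPM. *Cartpt* (ENSMUSG00000021647, chromosome 13, 99898484 to 99900683), which encodes the anorexigenic peptide CART, was detected in 94.5% of cells (interval 89.8% to 97.4%), from 0.92 to 13.94 log2RPM with a mean of 7.01 ± 3.35 log2RPM. *Pomc* was present without *Cartpt* in 9 cells and *Cartpt* without *Pomc* in 1 cell.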

POMC is processed by the proprotein convertases, PC1 (PCSK1) and PC2 (PCSK2). 

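*Pcsk1* (ENSMUSG00000021587, chromosome 13, 75089826 to 75132498) was detected in 75.5% of 163 MBH Pos cells (95% interval 68.1% to 81.9%) and *Pcsk2* (ENSMUSG00000027419, chromosome 2, 143535476 to 143816285) in 80.4% (interval 73.4% to 86.2%). At least 1 of the 2 convertases was present in 96.3% of cells (interval 92.2% to 98.6%), and both in 97 cells. *Pcsk1* alone was found in 26 cells, *Pcsk2* alone in 34 and neither in 6. All 6 cells without a convertase were P+ cells. Among A+P_+_ cells, *Pcsk2* was detected in 43 of 45 and *Pcsk1* in 35 of 45, and each gene in 88 of 118 P+ cells. *Cpe*, the carboxypeptidase that trims the cleaved peptides, was expressed in every cell, at 10.46 ± 0.72 log2RPM.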

Using the detection cut-off ≥5 linear RPM, most cells (156/163) expressed either or both *Pcsk1* and *Pcsk2* (Figure 1D). On average, 6882 different transcripts were detected from each individual neuron (≥5 linear reads per million or RPM). However, across all 163 POMC neurons, 12,187 different transcripts were expressed (Figure 1E), indicating significant heterogeneity in gene expression repertoire among the neurons.

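A cell expressed 6882 ± 837 genes (mean ± SD over 163 cells), between 4603 and 8589. A+P_+_ neurons expressed 7264 ± 530 genes and P+ neurons 6737 ± 887. Cells of clusters 1, 2 and 4 were close together, with 6826 ± 824, 6832 ± 721 and 6783 ± 989 genes, and the 7 cells of cluster 3 had 5478 ± 478. Each of the 12187 genes was expressed in at least 1 cell, and 11264 genes in at least 10% of cells. Counting any value above the lowest as detected raised the mean to 10328 genes per cell. From the difference between the number of genes per neuron and the number over all neurons, the paper concludes that the repertoire of expressed genes varies between neurons.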

### 2.2 AgRP/NPY expressing POMC neurons

Unexpectedly, we found 27% (45/163) of *Pomc*-expressing neurons also expressed high levels of the endogenous melanocortin antagonist *Agrp* (Figure 2A, C). In addition, these neurons expressed a high level of *Npy*, while *Pomc* expression itself was a magnitude (>5 log_2_FC) lower than that seen in POMC neurons not expressing or expressing low levels of *Agrp* (Figure 2B). 

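In the 45 A+P_+_ cells *Agrp*, which encodes the antagonist of melanocortin receptors, stood at 11.32 ± 2.02 log2RPM, and in the 118 P+ cells at 3.48 ± 2.58 log2RPM, a difference of 7.84 on the log2 scale. *Agrp* (ENSMUSG00000005705) lies on chromosome 8 from 105566700 to 105568298. It exceeded 10 log2RPM in 42 of 45 A+P_+_ cells. It also did so in 6 P+ cells, at 10.12 to 11.72 log2RPM, of which 3 were in cluster 1 and 3 in cluster 2. Conversely, 2 A+P_+_ cells had both *Agrp* and *Npy* below 5 log2RPM. When cells were divided by *Agrp* and *Npy* with a mixture of 2 components, 49 cells formed the high class, 43 of them shared with the rebuilt A+P_+_ class. When they were divided by k-means without the genes that define the class, 50 cells did so, 44 of them shared.

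**Figure D1:**
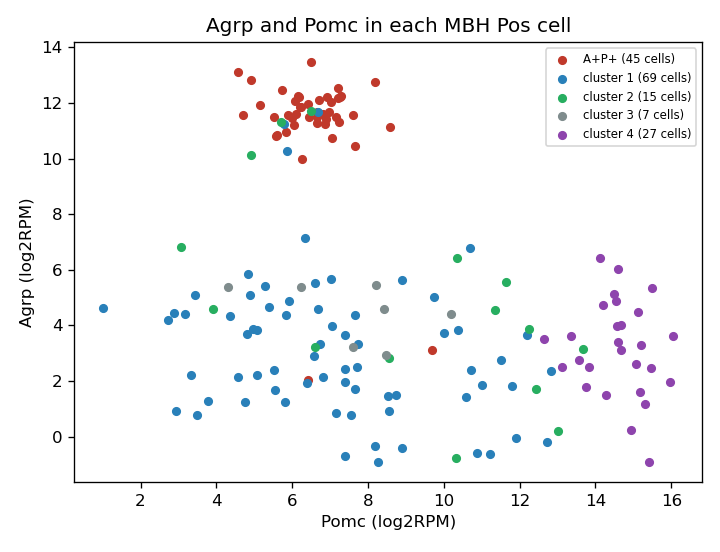
*Agrp* (vertical axis, log2RPM) against *Pomc* (horizontal axis, log2RPM) in each of the 163 MBH Pos cells, 1 point per cell, coloured by rebuilt class. *Agrp* exceeds 10 log2RPM in 42 of 45 A+P_+_ cells and in 6 P+ cells.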

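*Npy* (ENSMUSG00000029819, chromosome 6, 49822710 to 49829507), the orexigenic neuropeptide released with AgRP, stood at 12.78 ± 2.08 log2RPM in A+P_+_ cells and 4.72 ± 2.79 log2RPM in P+ cells. *Pomc* stood at 6.55 ± 0.97 log2RPM in A+P_+_ cells and 9.09 ± 3.96 log2RPM in P+ cells, a difference of -2.54. Compared as the ratio of mean RPM, a measure chosen after the data were seen, the size of the *Pomc* difference was 5.93. *Pomc* was present in all 45 A+P_+_ cells, between 4.56 and 9.68 log2RPM. The highest value was that of 1 of the 2 A+P_+_ cells with *Agrp* and *Npy* below 5 log2RPM, and the next was 8.57 log2RPM. The P+ cells spanned the whole range: 13 of them had less *Pomc* than the lowest A+P_+_ cell, and 54 of the 69 cells of cluster 1 had no more than the highest A+P_+_ cell. *Cartpt* did not follow *Pomc*, with 7.45 ± 2.87 log2RPM in A+P_+_ and 6.85 ± 3.51 log2RPM in P+ cells.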

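The ghrelin receptor *Ghsr* (ENSMUSG00000051136, chromosome 3, 27371351 to 27378010) was expressed in 27 of 45 A+P_+_ cells (60.0%, 95% interval 44.3% to 74.3%) and in 10 of 118 P+ cells (8.47%, interval 4.14% to 15.0%; 24.6% at 1 RPM and 6.78% at 10 RPM). Its mean level was 3.29 log2RPM in A+P_+_ and -0.06 log2RPM in P+ cells, a difference of 3.36. Of 14 AgRP neuron markers, 12 were at least 1 higher in A+P_+_ cells and 1 was lower, with a median difference of 2.55 that exceeded those of all 10000 random lists matched on expression (percentile 100). Beside *Ghsr* these included *Otp*, a transcription factor of AgRP neuron development (24 of 45 against 5 of 118 cells), *Bsx*, a transcription factor that drives *Npy* and *Agrp* (24 against 16 cells), and *Corin* (15 against 3 cells). The 14 markers hold *Agrp* and *Npy*, by whose high levels the paper describes the class, so their percentile is not independent of it. The GABA markers were higher in A+P_+_ cells for 3 of 4 genes, with differences of 2.07 for *Gad1*, 1.60 for *Gad2* and 1.82 for the vesicular transporter *Slc32a1*. These 3 genes are among the 14 AgRP neuron markers too and add no separate evidence. The lower AgRP neuron marker was *Npy1r*, a receptor of neuropeptide Y, with a difference of -1.68.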

Comparing our data with a published transcriptome of pooled AgRP neurons [18], we found a significant similarity in gene expression profiles (R^2^ = 0.71 *p* < 0.00001), with high expression, for instance, of the ghrelin receptor *Ghsr* (Figure 2B). Analysis of the raw data from Henry et al., 2015 also indicated that *Pomc* and *Cartpt* were expressed in the AgRP neurons that they had analysed [18], albeit at low levels (Figure 2D).

Taken together, these 45 high *Agrp* and low *Pomc* expressing neurons (hereafter referred to as A^+^P_+_ neurons) showed a striking similarity to canonical AgRP/NPY neurons, likely reflecting their developmental origins, with up to 25% of AgRP neurons sharing the same hypothalamic progenitors as POMC neurons [21]. 

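Beyond the peptides, A+P_+_ and P+ cells differed in receptors and signalling genes. Among the 12 genes with the largest positive differences in A+P_+_ cells were *Serpina3n* (5.33), the autoreceptor *Npy2r* (5.25), *Tgfbi* (5.12), the activin receptor *Acvr1c* (5.08) and the growth hormone receptor *Ghr* (4.60). Among the 12 with the largest negative differences were the prolactin receptor *Prlr* (-4.53), *Tenm1* (-4.39), the calcium buffer *Calb1* (-4.26), the opioid precursor *Pdyn* (-4.15), the oestrogen receptor *Esr1* (-3.64) and the glutamate transporter *Slc17a6* (-3.56). Of 19 genes of leptin and insulin signalling, 7 were higher in A+P_+_ cells and 2 lower (median 0.71, percentile 99.9). *Foxo1*, a transcription factor held in check by insulin, differed by 3.39, *Irs4* by 1.88 and *Stat3*, the main effector of the leptin receptor, by 1.84, while *Jak2* and *Pik3r1* differed by -1.04 and -1.51. Of 14 other hypothalamic neuropeptide genes, 7 were lower in A+P_+_ cells and 1 was higher (percentile 0), the higher 1 being *Sst* (2.84). Of 16 genes of POMC identity and peptide processing, 4 were lower and 3 higher, and *Nhlh2* and *Prdm12* were detected in 0 of 45 A+P_+_ cells. Over all genes the median difference was 0.18. From the likeness to AgRP neurons, the paper proposes that A+P_+_ neurons reflect the progenitors that AgRP and POMC neurons share.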

We defined the rest of the 118 neurons, which expressed higher levels of *Pomc*, as canonical POMC expressing neurons (P^+^) and conducted our further studies on this population.

### 2.3 Expression of hypothalamic neuroendocrine genes in POMC neurons

We produced a matrix showing the expression distribution of 23 well characterized neuroendocrine genes, all known to play a role in the regulation of energy homoeostasis, on the individual POMC (P^+^) neurons (Figure 3A). 

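In the 118 P+ cells, neuropeptide Y receptors were widespread: *Npy1r* in 79 cells (66.9%, 95% interval 57.7% to 75.3%), *Npy5r* in 64 (54.2%, interval 44.8% to 63.4%) and *Npy2r* in 59 (50.0%, interval 40.7% to 59.3%). The melanocortin receptor *Mc3r* (ENSMUSG00000038537, chromosome 2, 172248492 to 172251114) was detected in 44 cells (37.3%, interval 28.6% to 46.7%) and the cannabinoid receptor *Cnr1* in 37 (31.4%, interval 23.1% to 40.5%). *Cnr1* was unevenly spread, with 12 of 15 cells in cluster 2 and 16 of 69 in cluster 1. Among peptide genes of the matrix, galanin (*Gal*) was found in 48 cells, *Sst* in 44, *Bdnf* in 32 and *Trh* in 10. *Mc3r* and *Insr* occurred together in 31 cells. These shares depend on the cut-off: at 1 RPM they were 100% for *Npy1r*, 83.1% for *Npy5r* and for *Npy2r*, 59.3% for *Mc3r*, 50.8% for *Cnr1*, 67.8% for *Gal*, 65.3% for *Sst*, 45.8% for *Bdnf* and 16.9% for *Trh*.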

We found, as has been previously reported, that a large percentage of POMC neurons expressed *Mc3r*, *Cnr1*, *Htr2c*, and the *Npy-y1*, *y2*, and *y5* receptors [1]. 

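*Htr2c* (ENSMUSG00000041380, chromosome X, 146962513 to 147197277), which encodes the serotonin receptor targeted by lorcaserin, was detected in 34 of 118 P+ cells (28.8%, 95% interval 20.8% to 37.9%) and in 1 of 45 A+P_+_ cells. By cluster it was found in 22 of 69, 4 of 15, 0 of 7 and 8 of 27 cells. At 1 RPM the share of P+ cells was 41.5%. Its level in P+ cells was 1.13 ± 2.69 log2RPM.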

Of note, the percentage of *Htr2c* expressing neurons (34/118; 29%) was comparable to previous studies showing that 5HT_2C_Rs (the protein product of *Htr2c*) are expressed on approximately 40% of POMC neurons [12]. 

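*Mc4r* (ENSMUSG00000047259, chromosome 18, 66857715 to 66860472), the melanocortin receptor through which POMC peptides lower food intake, was detected in 12 of 118 P+ cells (10.2%, 95% interval 5.37% to 17.1%), 10 of them in cluster 1 and 2 in cluster 4. It was found in 0 of 45 A+P_+_ cells. *Mc3r* was present in 8 of the 12 *Mc4r* cells. *Glp1r* (ENSMUSG00000024027, chromosome 17, 30901867 to 30936510), the receptor of glucagon-like peptide, was detected in 11 of 118 P+ cells (9.32%, interval 4.75% to 16.1%), with 5 in cluster 4, 4 in cluster 1 and 2 in cluster 2. At 1 RPM the shares were 16.1% for *Mc4r* and 10.2% for *Glp1r*.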

We also found that a smaller percentage of neurons, 12/118, expressed *Mc4r* (co-localization validated as shown in Figure 3B), with 11/118 expressing *Glp1r*. ARC POMC neurons expressing GLP1R are thought to mediate, in part, the weight-loss effects of the GLP1 analogue liraglutide [22].

While we excluded the 45 A^+^P_+_ neurons from this matrix, a large number of the remaining P^+^ neurons still expressed low levels of *Agrp* (66/118) and *Npy* (98/118). 

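*Agrp* was detected in 79 of 118 P+ cells (66.9%, 95% interval 57.7% to 75.3%) and *Npy* in 88.1% (interval 80.9% to 93.4%). In 73 of these cells *Agrp* lay between 5 RPM and 10 log2RPM. Both genes were found in each cluster: *Npy* in 59 of 69, 13 of 15, 7 of 7 and 25 of 27 cells, and *Agrp* in 40 of 69, 12 of 15, 7 of 7 and 20 of 27 cells. In the 79 P+ cells with both genes, the median of log2(*Npy*/*Agrp*) was 1.49, and in the 44 A+P_+_ cells with both it was 1.60. The shares and levels followed the cell numbers of the deposited labels. *Agrp* was detected in 39 of 39 P+ cells among cells 1 to 66, in 8 of 27 among cells 67 to 98 and in 32 of 52 among cells 99 to 163. In the P+ cells with *Agrp* below 10 log2RPM, median *Agrp* was 5.10 log2RPM in cells 1 to 66 (3.12 to 7.15), 1.43 log2RPM in cells 67 to 98 (-0.91 to 3.16) and 2.91 log2RPM in cells 99 to 163 (-0.91 to 6.43), and median *Npy* was 6.65, 2.85 and 4.15 log2RPM. These limits were chosen after the values were seen. Median depths were 7.57, 8.13 and 7.91 M reads, and within the parts *Agrp* had Spearman correlations with depth of -0.54, -0.19 and -0.57.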

Our own data (Figure 3A) and re-analysis of the raw data from previously published work indicated that the converse was also likely to be true, with a percentage ‘bona fide’ AgRP neurons also expressing low levels of *Pomc* (Figure 2D).

### 2.4 Unbiased clustering reveals four ‘classes’ of POMC neurons

In order to determine whether P^+^ neurons segregate into distinct classes, we first adjusted for batch effects and then performed unbiased clustering of the 118 cells based on the consensus matrix of Euclidean, Pearson, and Spearman correlations – using the ‘SC3’ R package [23]. 

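The clusters described here are the rebuilt ones, since the batches that the paper adjusted for are not named for any cell. As a comparison, consensus k-means of the 118 P+ cells with the same 3 distances, without batch adjustment and with 9955 genes expressed in 6% to 94% of cells, gave 4 groups of 71, 18, 9 and 20 cells. After matching to clusters 1 to 4, these held 47 of 69, 6 of 15, 4 of 7 and 6 of 27 rebuilt cells. The group of 71 cells matched to cluster 1 also held 8 of 15 cells of cluster 2 and 16 of 27 of cluster 4, and the group matched to cluster 4 held 13 cells of cluster 1 beside 6 of cluster 4, so the consensus groups did not recover the rebuilt clusters. The batch adjustment of the paper could not be repeated here.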

We obtained 4 main clusters (Figure 4A), which could also be visualized using t-SNE [20] (Figure 4B). Cluster 1 was the largest with 69 cells, followed by cluster 4 (27) and cluster 2 (15). 

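The 7 cells of cluster 3 stood apart from other P+ cells by genes of other cell types and by low neuronal genes. Of 12 housekeeping and pan-neuronal genes, 9 were lower than in the other clusters (median difference -2.47, percentile 0.03), with *Stmn2* at 4.89 ± 1.03 log2RPM. The 8 genes with the largest positive differences included the transcription factor *Nfix* (ENSMUSG00000001911, chromosome 8, 84699876 to 84800344), at 8.31 ± 1.03 log2RPM with a difference of 6.86, the tetraspanin *Cd9* (6.61), the calcium-binding *S100a1* (6.59) and the small heat shock protein *Cryab* (6.15). The means of all 6 measured oligodendrocyte markers, both markers of oligodendrocyte precursors, all 4 astrocyte markers and 3 of 4 pituitary markers were higher, though not in the same cells. In 3 cells the growth factor receptor *Pdgfra*, the transcription factor *Olig1* and the lipid-binding *Fabp7* were all above 10 log2RPM. In 1 cell the myelin genes *Mbp*, *Mobp* and *Mag* reached 14.24, 13.35 and 11.67 log2RPM, with *Mobp* and *Mag* near the lowest value in the other 6, and in 1 other the pituitary hormone *Prl* reached 14.09 log2RPM. The pituitary transcription factor *Pou1f1* stood at 10.50, 6.63 and 7.99 log2RPM in 3 cells, among them these 2. Immediate early genes, which are induced by stimulation, were higher for 14 of 16 members (median 2.69, percentile 100), *Jun* by 4.56 and *Nr4a1* by 4.36. Of 13 heat shock and stress genes, 6 were higher and none lower. *Pomc* was detected in all 7 cells.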

Cluster 3 had the least number of cells (7). 

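In the 15 cells of cluster 2, the largest positive differences included *Grip1* (ENSMUSG00000034813, chromosome 10, 119429367 to 120112987), a scaffold of glutamate receptors (3.33), the metabotropic glutamate receptor *Grm8* (3.11), *Col4a2* (3.09), the growth factor binding protein *Igfbp5* (3.06) and the calcium channel *Cacna1h* (3.04). Of 34 other excitability channels, 18 were higher in cluster 2 and none lower (median 1.04, percentile 100), while 11 were higher and 1 lower in cluster 1 (median 0.60, percentile 99.97). The housekeeping and pan-neuronal list moved the same way (6 of 12 higher in cluster 2, median 0.76), and cluster 3, where 22 of these channels were lower, is part of the reference for both, so the result is not specific to channels. *Isl1*, a transcription factor of arcuate neurons, was found in all 15 cells of cluster 2 and in 56 of 69 cells of cluster 1. Of 14 AgRP neuron markers, 7 were higher in cluster 2 and none lower (median 0.97, percentile 99.9). Of the 15 cells, 3 had *Agrp* above 10 log2RPM, and without them, a choice made after the data were seen, 3 markers were higher (median 0.20). Immediate early genes were lower for 6 of 16 members and heat shock and stress genes for 6 of 13 (percentiles 0 and 0.08), with cluster 3, where both lists were high, in the reference. The median difference of the immediate early list was -0.87 in cluster 2, -1.88 in cluster 1 and 0.35 in cluster 4. That of the heat shock and stress list was -0.55, -0.47 and 0.49. The counts for cluster 2 therefore do not show lower levels than in clusters 1 and 4. Of the 15 cells, 8 fell into the consensus group matched to cluster 1 and 6 into that matched to cluster 2.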

Cluster 2 showed resemblance to cluster 1 (Figure 4A, B).

We identified 2773 candidate genes that were differentially expressed among the 4 clusters, with a false discovery rate (FDR) cut-off of 5%, that drove the segregation of cells into the different groups (Figure 4C). 

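The copy of Supplementary Table 1 used here holds a part of this set, with the cluster or clusters in which each is enriched: 205 genes for cluster 1, 18 for cluster 2, 856 for cluster 3 and 292 for cluster 4. The deposited values gave a positive difference for 205 of 205, 18 of 18, 826 of 855 and 279 of 292 measured genes, with medians of 1.31, 1.16, 1.85 and 0.95. These genes also served to rebuild the clusters, so their direction is not independent evidence. The set of cluster 3, which has 7 cells, was the largest of the 4 in this copy. How many of its genes are glial or pituitary was not counted.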

Interestingly, there was over-representation of membrane (530) and secretory genes (191) within the driver gene list (Figure 4C, D). These membrane genes encode ion channels, G-protein coupled receptors (GPCRs) and other transmembrane receptors, and transporters (Figure 4D).

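In the same copy, 252 genes are annotated to the plasma membrane. These are 18.5% of the genes of the copy, and 25.4% of the 205 enriched in cluster 1, 11.1% of the 18 in cluster 2, 15.9% of the 856 in cluster 3 and 21.9% of the 292 in cluster 4. Examples are the channels *Trpc5* and *Kcnip1* for cluster 1 and the receptors *Nmur2* and *Cckar* for cluster 4. No enrichment was computed, because genes outside the list carry no such annotation here.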

Figure 5A lists the top 25 genes, ranked by differential expression that drove the clustering of the four groups (with the exception of group 2, which was a small group and only has 3 significantly differentially expressed genes). Shown are the expression level for each of the genes and how unique each gene was to each group. Additionally, Table 1 contained genes that are not in the top 25, encoding selected extracellular secreted hormones, GPCRs and ion channels, indicating which groups had the highest expression of any given gene. For example, while the neurons in cluster 4 expressed the highest levels of *Pomc* and *Cartpt*, both genes, as expected, were also expressed in Clusters 1–3. 

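*Pomc* reached 14.60 ± 0.84 log2RPM in the 27 cells of cluster 4, against 7.12 ± 2.74 log2RPM in cluster 1, 8.95 ± 3.56 log2RPM in cluster 2 and 7.64 ± 1.88 log2RPM in cluster 3. Every cell of cluster 4 had more *Pomc* (at least 12.65 log2RPM) than every A+P_+_ cell. *Cartpt* was 9.72 ± 3.53 log2RPM in cluster 4 and 6.05 ± 3.21, 6.37 ± 2.78 and 4.61 ± 0.53 log2RPM in clusters 1 to 3. Of 16 genes of POMC identity and peptide processing, 11 were higher in cluster 4 and none was lower (median 1.39, percentile 100). They included *Pcsk1*, higher by 2.22, and *Prdm12*, a transcription factor required for *Pomc* expression, found in 15 of 27 cells of cluster 4 and in 3 of 69 cells of cluster 1. Cluster 3, where 13 of the 16 genes were lower (median -1.90), is part of the reference and adds to the count and median of cluster 4. The median difference of the list was -0.16 in cluster 1 and 0.29 in cluster 2, both below that of cluster 4.

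**Figure D2:**
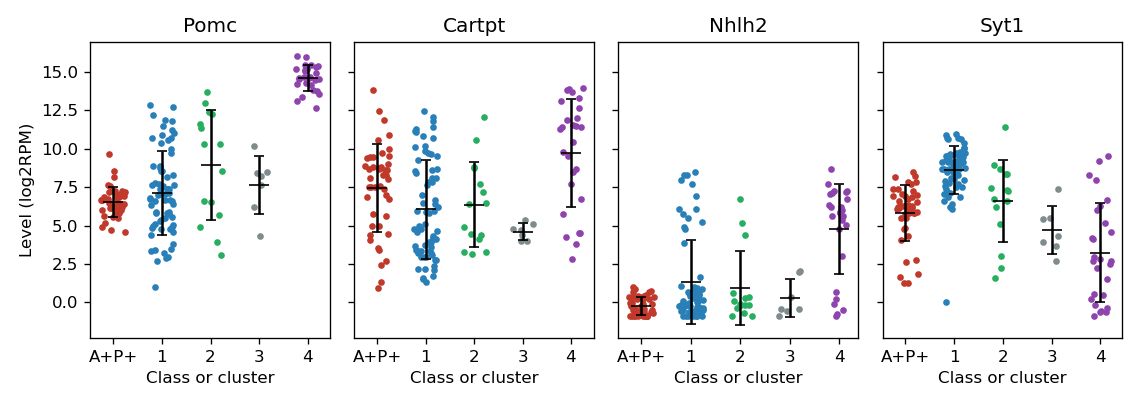
Levels (log2RPM) of *Pomc*, *Cartpt*, *Nhlh2* and *Syt1* in each cell of the A+P_+_ class and of clusters 1 to 4. Points are cells, and black bars give the mean and SD over cells. *Pomc* lies above 12 log2RPM in every cell of cluster 4.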

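Beside *Pomc* and *Cartpt*, cluster 4 had large differences for the neuropeptide precursor *Vgf* (4.18, in 26 of 27 cells), the transcription factor *Nhlh2* (3.94, in 21 cells), *Itm2a* (3.83, in 21 cells), the neuromedin receptor *Nmur2* (3.42, in 15 cells) and transthyretin, *Ttr* (3.31, in 16 cells). *Itm2a* is also the 1 measured gene of the endothelial and mural marker list, and 2 of 5 tanycyte and ependymal markers, *Vim* (1.90) and *Dio2* (1.08), were higher in cluster 4 (percentile of the list 99.4). The cholecystokinin receptor *Cckar* was found in 16 of 27 cells of cluster 4 and in 9 of 69 cells of cluster 1, with a difference of 3.15. *Npy2r* was found in 18 of 27 cells of cluster 4 and in 10 of 15 cells of cluster 2, and its mean was 5.23 log2RPM in cluster 2 and 4.93 log2RPM in cluster 4. The 3 cells of cluster 2 with *Agrp* above 10 log2RPM had a mean of 8.50 log2RPM, and the other 12 of 4.42 log2RPM. The differences for *Crhr1*, *Hcrtr1* and *Prlhr* were below 1, at 0.59, 0.27 and 0.76, with 3, 3 and 5 of 27 cells expressing the gene. That of *Hcrtr1* was slightly larger in cluster 2, at 0.31. In the consensus groups, the *Npy2r* difference was negative with 3, 4 or 5 groups, and that of *Nhlh2* was negative with 3 groups, but each group matched to cluster 4 held 13 cells of cluster 1.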

Cluster 4 neurons, however, were characterized by expression of genes encoding transthyretin (*Ttr*), the cholesystekinin A receptor (*Cckar*), neuromedin U receptor 2 (*Nmur2*), and nascent helix loop helix 2 (*Nhlh2*) (Figure 5A), as well as the GPCRs corticosterone releasing hormone receptor 1 (*Crhr1*), hypocretin receptor 1 (*Hcrtr1*), neuropeptide Y 2-receptor (*Npy2r*), and prolactin releasing hormone receptor (*Prlhr*) (Table 1) at far higher levels than in the other clusters. Cluster 1, in contrast, was characterized by high expression of the serotonin-2a receptor (*Htr2a*), the melanocortin-3 receptor (*Mc3r*) and a large number of ion channels (Table 1).

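In cluster 1, the synaptic vesicle calcium sensor *Syt1* (ENSMUSG00000035864, chromosome 10, 108497650 to 109010982) had the largest difference (3.78), at 8.63 ± 1.57 log2RPM in 69 cells and 3.24 ± 3.25 log2RPM in cluster 4. It was followed by *Cpne6* (3.23) and *Nell1* (2.96). Of the 14 ion channels of Table 1, which the study chose on these cells, 6 were at least 1 higher in cluster 1 and 1 was lower (median 0.83, percentile 100). The 6 included *Trpc5* (2.31, in 52 of 69 cells), *Kcnip1* (1.90, in 61 cells), *Gabrg1* (1.89) and *Grik3* (1.54, in 38 cells). *Mc3r* was found in 33 of 69 cells of cluster 1 with a difference of 1.85, and *Htr2a* in 8 of 69 with a difference of 0.64. The housekeeping and pan-neuronal list was higher in cluster 1 too (8 of 12 genes, median 1.02, percentile 99.89). Of 16 immediate early genes, 13 were lower in cluster 1 than in the other clusters (median -1.88, percentile 0). The 7 cells of cluster 3, in which immediate early genes were high and neuronal genes low, weigh as much in each of these comparisons as every other cluster. In cluster 3, 9 of the 12 housekeeping and pan-neuronal genes were lower (median -2.47). Of the 14 channels, 5 were lower there and 4 higher (median -0.21). The weight of cluster 3 thus bears more on the housekeeping and pan-neuronal list than on these channels.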

Thus, no single given ‘driver’ gene is responsible for these clusters, but rather the combined expression of a repertoire of genes drove the segregation. The entire repertoires of genes for each cluster are listed in Supplementary Table 1.

These clusters are, of course, not fixed. For example, Figure 5B shows the t-SNE plot with the cluster 4 neurons highlighted and dividing clearly into two groups; one larger group of 22 and a smaller one of 5 neurons. 

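Cluster 4 was divided by k-means on 5 principal components, which gave 22 and 5 cells, and complete linkage on Spearman distances gave the same 2 groups. *Pomc* was similar in the larger and the smaller group, at 14.49 and 15.09 log2RPM. *Cartpt* was 10.73 log2RPM in the larger group and 5.27 log2RPM in the smaller. The 5 cells expressed 5136 genes on average and the 22 cells 7157 genes.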

Comparing the transcriptomes of the two groups, we could identify differentially expressed genes that defined the two groups (Figure 5C, Supplementary Figure). The four clusters, as we report here, were achieved by using a specific statistical threshold. If we raised this threshold, and therefore statistical rigour, then all clusters, could be further segregated and, if taken to its extreme, could segregate into the original 163 individual neurons sequenced.

### 2.5 Glutamatergic and GABAergic POMC neurons

Previous studies have shown that POMC neurons can also be classified by the release of stimulatory neurotransmitter glutamate or inhibitory gamma-aminobutyric acid (GABA) [9], [10], [24]. We examined the two subtypes by looking at expression of vesicular glutamate transporter type 2 (*Vglut2/Slc17a6*) as a proxy for glutamatergic POMC neurons and glutamate decarboxylase (*Gad67/Gad1*) for their GABAergic counterparts. 

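*Gad1* (ENSMUSG00000070880, chromosome 2, 70489940 to 70602014), which encodes the enzyme that makes GABA, was detected in 91.4% of 163 MBH Pos cells (95% interval 86% to 95.2%). It was present in all 45 A+P_+_ cells, at 8.70 ± 0.67 log2RPM, and in 88.1% of 118 P+ cells, at 6.63 ± 2.86 log2RPM. At 10 RPM the share of P+ cells was 80.5%. *Gad2*, the other GABA-synthesizing enzyme, was found in 86.4% of P+ cells, whereas *Slc32a1*, which loads GABA into vesicles, was found in 27 P+ and 23 A+P_+_ cells. The paper's text gives no value for a high level of *Gad1*, and the 5 RPM cut-off was used.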

In Figure 5D, we found that the majority of cells (87%) express high levels of *Gad1* (indicated in blue), and these included most of the A^+^P_+_ neurons as well as 70% of the P^+^ neurons. On the other hand, only about half of the P^+^ neurons have high levels of *Slc17a6* (indicated in red), and these tended to fall into clusters 1 and 4 (Figure 4, Figure 5D). 

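*Slc17a6* (ENSMUSG00000030500, chromosome 7, 51621830 to 51671125) was detected in 76 of 118 P+ cells (64.4%, 95% interval 55.1% to 73%) and in 10 of 45 A+P_+_ cells (22.2%, interval 11.2% to 37.1%). By cluster it was found in 46 of 69 cells (66.7%, interval 54.3% to 77.6%), 9 of 15 (60.0%, interval 32.3% to 83.7%), 4 of 7 (57.1%, interval 18.4% to 90.1%) and 17 of 27 (63%, interval 42.4% to 80.6%). Mean levels were 5.18 ± 3.92, 4.25 ± 2.77, 2.04 and 4.52 ± 3.59 log2RPM in clusters 1 to 4.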

24% of P^+^ neurons express both markers (indicated in purple) indicating the possibility of dual roles at different synaptic junctions.

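*Gad1* and *Slc17a6* were both detected in 68 of 118 P+ cells (57.6%, 95% interval 48.2% to 66.7%). *Gad1* alone was found in 36 P+ cells, *Slc17a6* alone in 8 and neither in 6. In A+P_+_ cells, 10 expressed both and 35 expressed *Gad1* alone. The share with both depended on the cut-off: at 1 RPM it was 87.3% of P+ cells and at 10 RPM 43.2%. From cells with both markers, the paper proposes dual roles of these neurons at synapses.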

### 2.6 Leptin receptor and insulin receptor expressing POMC neurons

Next we examined the two most well studied types of POMC neurons, those expressing the leptin (*Lepr*) and insulin receptors (*Insr*). 

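*Lepr* (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352), the leptin receptor, was detected in 53 of 163 MBH Pos cells (32.5%, 95% interval 25.4% to 40.3%). *Insr* (ENSMUSG00000005534, chromosome 8, 3150922 to 3279617), the insulin receptor, was detected in 65.0% (interval 57.2% to 72.3%). Both are weakly expressed, with means of 1.32 ± 2.50 and 3.56 ± 2.66 log2RPM, so the cut-off decides the share: *Lepr* was found in 54% of cells at 1 RPM and in 25.2% at 10 RPM.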

Looking at all 163 neurons, our sequencing data showed that 40/163 (25%) neurons expressed the leptin receptor and 94/163 (57%) expressed the insulin receptor. 11 (7%) expressed only *Lepr* and *not Insr*, 65 (40%) expressed only *Insr* and *not Lepr*, while 29 (18%) expressed both receptors. 

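The 163 cells divided by *Lepr* and *Insr* into 42 with both (25.8%, 95% interval 19.2% to 33.2%), 11 with *Lepr* alone (6.75%, interval 3.42% to 11.8%), 64 with *Insr* alone (39.3%, interval 31.7% to 47.2%) and 46 with neither (28.2%, interval 21.5% to 35.8%). The share with both was 17.2% at 10 RPM and 50.3% at 1 RPM.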

58 (36%) did not express either of the receptors (Figure 6A).

When we split the 163 cells into the high *Agrp* expressing A^+^P_+_ neurons and high *Pomc* expressing P^+^ neurons and looked at the distribution of *Lepr* in these two groups separately, we saw that 26/45 (58%) of A^+^P_+_ neurons expressed *Lepr* as compared to only 14/118 (12%) of P^+^ neurons, almost five-fold more. In contrast, the *Insr* is expressed in 29/45 (64%) of A^+^P_+_ neurons, which is comparable to its expression in 65/118 (55%) of P^+^ neurons.

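*Lepr* was detected in 31 of 45 A+P_+_ cells (68.9%, 95% interval 53.4% to 81.8%) and in 22 of 118 P+ cells (18.6%, interval 12.1% to 26.9%), with means of 3.33 ± 2.54 and 0.55 ± 2.02 log2RPM. The 2 intervals do not overlap. The classes were unevenly spread over the cell numbers of the labels, with 27 A+P_+_ and 39 P+ cells among cells 1 to 66, 5 and 27 among cells 67 to 98, and 13 and 52 among cells 99 to 163. *Lepr* was found in 19 and 11, 1 and 4, and 11 and 7 of these, so that in cells 67 to 98 the shares differed by 5.19 points, with 5 A+P_+_ cells. Within P+ cells, *Lepr* was found in 8 of 69 cells of cluster 1, 7 of 15 of cluster 2 (46.7%, interval 21.3% to 73.4%), 0 of 7 of cluster 3 and 7 of 27 of cluster 4. Of the 15 cells of cluster 2, 3 had *Agrp* above 10 log2RPM, 2 of them with *Lepr*, and 5 of the other 12 expressed it (41.7%, interval 15.2% to 72.3%). At 10 RPM the share of P+ cells was 11.9% and at 1 RPM 43.2%, and at each of these cut-offs the share of A+P_+_ cells was higher, at 60.0% and 82.2%. The suppressor of leptin signalling *Socs3*, itself induced by leptin, was found in 16 of 45 A+P_+_ and 17 of 118 P+ cells. Its difference of 1.07 changed sign when compared as the ratio of mean RPM, a measure chosen after the data were seen.

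**Figure D3:**
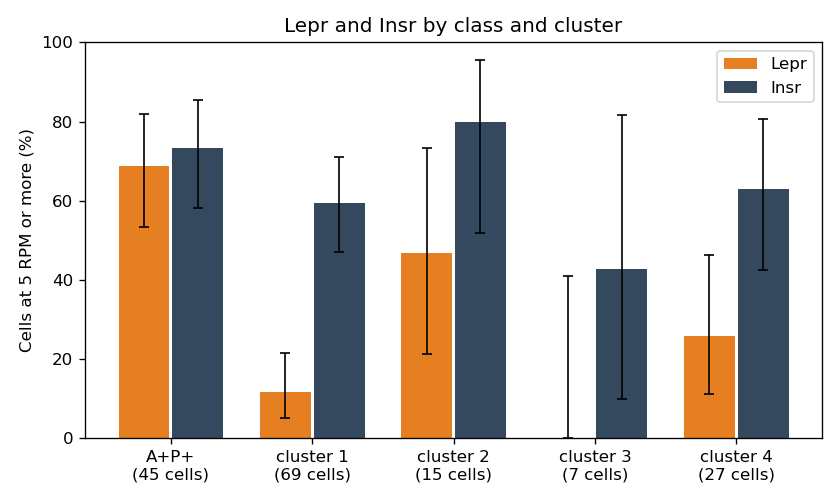
Share of cells (%) with *Lepr* or *Insr* at 5 RPM or more, in the A+P_+_ class and in clusters 1 to 4. Bars start at 0 and error bars are exact 95% intervals. *Lepr* is found in 68.9% of A+P_+_ cells and in 11.6%, 46.7%, 0% and 25.9% of clusters 1 to 4.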

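*Insr* was detected in 33 of 45 A+P_+_ cells (73.3%, 95% interval 58.1% to 85.4%) and in 73 of 118 P+ cells (61.9%, interval 52.5% to 70.6%), and the intervals overlap. Mean levels were 3.87 ± 2.47 and 3.44 ± 2.73 log2RPM. In cells 1 to 66, 67 to 98 and 99 to 163, *Insr* was found in 22 of 27, 1 of 5 and 10 of 13 A+P_+_ cells and in 29 of 39, 13 of 27 and 31 of 52 P+ cells. By cluster, *Insr* was found in 41 of 69, 12 of 15, 3 of 7 and 17 of 27 cells. Among the *Lepr* cells, *Insr* was present in 24 of 31 A+P_+_ cells and 18 of 22 P+ cells. Counting any value above the lowest as detected gave 96.6% of P+ cells for *Insr*. From the shares of *Lepr* and *Insr* in the 2 classes, the paper proposes that leptin acts on P+ neurons largely indirectly and that insulin acts on both classes directly.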

To determine if we had introduced any selection bias during the flow sorting, we sought to define the number of *Lepr* and *Insr* expressing POMC neurons in the intact mouse hypothalamus. Attempts to use immunocytochemistry to detect either the leptin or the insulin receptor on whole brain slices proved to be technically unreliable (data not shown). We therefore measured levels of Stat3 phosphorylation (pStat3) after leptin administration and levels of Akt phosphorylation (pAkt) after insulin administration using immunohistochemistry, as a proxy for expression of the respective receptors. We performed these experiments on POMC-GFP mice, allowing us to co-localize pStat3 or pAkt immunofluorescence in neurons expressing GFP (Figure 6B, C).

After leptin administration, pStat3 positive cells were largely concentrated to the base of the arcuate nucleus, surrounding the median eminence (Figure 6B). Cell counting across multiple brain slices from three mice indicated that 23.8% of POMC-GFP neurons were positive for pStat3 in response to leptin, which was consistent with our RNAseq data (Figure 6C). While the leptin responsiveness in POMC neurons was previously shown to be variable, dependent on the treatment protocols [25], the percentage we show here falls within the lower limit of what others have previously reported [26]. Insulin administration, however, resulted in a different pattern of activation, with pAkt immunofluorescence evident more broadly through the arcuate nucleus (Figure 6B). We found that 41.1% of POMC-GFP neurons were positive for pAkt in response to insulin, which was not significantly different (*p* = 0.357) to the percentage of GFP neurons expressing *Insr* as determined by our sequencing data (Figure 2C). These findings increased confidence that the FACS sorting has captured a representative snapshot of the POMC neuronal population.

## 3 Discussion

We describe here the use of single cell RNA sequencing to determine the transcriptomes of 163 individual murine POMC neurons. Unexpectedly, 25% of POMC positive neurons also express high levels of *Agrp*. The transcriptomes of these neurons are comparable to those of previously published pooled AgRP neurons [18], indicating that these are not an artifact but likely to be a real subpopulation of canonical AgRP neurons. Additionally, when we examine the raw data from Henry et al., we find that AgRP/NPY GFP neurons also express low levels of POMC [18]. This phenomenon likely reflects the shared developmental origins of POMC and AgRP cells [21]. POMC has been shown to be broadly expressed in hypothalamic progenitors, with up to 25% of the mature AgRP/NPY population sharing a common progenitor with POMC neurons [21]. The A^+^P_+_ population we describe here could be cells where POMC transcription is never fully silenced, even after the differentiation into AgRP/NPY neurons. Another possibility is that the high *Agrp/Npy* expressing neurons could be newly committed AgRP/NPY neurons from these progenitor cells, in which *Pomc* expression is yet to be fully suppressed. Regardless of the explanation, given that Pomc and AgRP genetic tools are in wide use, it is important for the field to know that a ‘*Pomc*-specific’ deletion of a given gene would also be removing the gene from a significant proportion of AgRP neurons. It is possible, for example, that the mild phenotype seen in the mice in which *Lepr* is ‘specifically’ deleted from POMC neurons [14] could be due in part to *Lepr* deletion from a proportion of AgRP neurons.

The remaining 118 P^+^ neurons display striking heterogeneity and fall into four clusters. A few important points should be kept in mind while interpreting these data. First, these groups have emerged in an unbiased fashion after achieving a certain statistical threshold, which means that they are not invariant. Thus, increasing the threshold would invariably result in more clusters. Second, these groupings are not solely characterised by small numbers of unique genes; rather they are driven by a ‘signature’ expression profile of a whole repertoire of genes. Thus, while the driver genes (see Figure 5) are, on average, the highest expressed in their particular group, many transcripts are not unique to a single group and are not necessarily expressed in all of the neurons in any given group. Third, these different clusters are likely to be dynamic, depending on the nutritional state of the animal at the time the brain was obtained, with the mice in this particular experiment being *ad libitum* fed.

The group with the highest expression of *Pomc* and *Cartpt* is cluster 4, and based on its expression profile of GPCRs, appears to be responsive to corticotrophin releasing hormone, hypocretin, prolactin-releasing hormone, Npy, CCK, and neuromedin U. The largest group is cluster 1, which, based on its repertoire of GPCR expression, responds to vasopressin, melanocortin peptides (via the MC3R), serotonin, and somatostatin. Cluster 1 is notable in that, compared to the other 3 groups, it expresses the highest levels of a wide variety of plasma membrane ion channels. We acknowledge that further experiments will be required to functionally characterize these neurons. However, we speculate that the enrichment of distinct classes of surface receptors on the different neuronal clusters possibly speaks to the temporal nature of the downstream effector function, with signalling through ion channels typically bringing about rapid changes, and circulating humoural factors providing longer term signals.

Two drugs currently on the market that are used for weight-loss are the serotonin receptor agonist Lorcaserin [27] and the GLP1 analogue Liraglutide [28]. There is evidence that both mediate their effects on food intake via ARC POMC neurons expressing 5HT_2C_R [12], [13] and GLP1R [22], respectively. Our data provide two additional pieces of information (Figure 3). First, less than 10% (11/118) of ARC POMC neurons express the GLP1R. Second, of the POMC neurons expressing either 5HT_2C_R or GLP1R, only 3 neurons express both receptors. Thus, it is likely that different subgroups of POMC neurons mediate the satiety effects of each compound, which poses the question of whether a potential combinatorial therapy, without increasing individual drug-dose, might possibly result in increased weight-loss.

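Among the 118 P+ cells, *Htr2c* and *Glp1r* were both detected in 3 cells (2.54%, 95% interval 0.527% to 7.25%). *Htr2c* alone was found in 31 cells, *Glp1r* alone in 8 and neither in 76. Of the A+P_+_ cells, 2 expressed *Glp1r* and none expressed both. Of the 11 P+ cells with *Glp1r*, 3 thus expressed *Htr2c*, a share close to the 34 of 118 among all P+ cells. The counts therefore do not show that the 2 genes avoid each other, since each was found in few cells. From the small overlap, the paper proposes that different neurons mediate the effects of the 2 drugs.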

As previously mentioned, the 45 A^+^P_+_ neurons are very distinct from the 118 P^+^ neurons, clearly segregating into a separate group. This is particularly true when one examines the expression of the leptin and insulin receptors in these groups. The low percentage (12%) of *Lepr*-expressing POMC (P^+^) neurons is consistent with previous evidence that the actions of leptin on these neurons are largely indirect [19], [29]. Although we did not specifically or comprehensively evaluate an *Agrp* positive population of neurons, the much higher percentage of LepR positivity in the cells where we documented high levels of *Agrp* expression (57%) support the idea that AgRP neurons are more likely to be direct targets of leptin [19]. Our data also provide some evidence of autocrine/paracrine regulation by POMC neurons themselves, with 10% of P^+^ neurons expressing *Mc4r* and nearly 40% expressing the *Mc3r*. One could speculate that there may be amplification of the melanocortin system, whereby P^+^ neurons that respond directly to leptin go on to signal to *Mc3r/Mc4r* expressing neurons, but this remains to be determined.

In contrast, the expression of insulin receptors is comparable between the A^+^P_+_ and P^+^ neurons, indicating that insulins' actions on both these populations of neurons are likely to be direct [26], [30].

In conclusion, single cell RNAseq has revealed previously unappreciated heterogeneity in POMC neurons. We have provided a comprehensive atlas, which we hope will be of utility to basic and translational researchers attempting to better understand the fundamental nature of regulation of energy balance by the hypothalamus and to manipulate these systems for therapeutic benefit.

## 4 Material and methods

### 4.1 Animals

7–9-week-old male *Pomc-eGFP* transgenic mice [19] (kind gift from Prof. Malcolm Low) were housed under a standard 12 h light–dark cycle and were fed *ad libitum*. All studies were approved by the local Ethics Committee and conducted according to the UK Home Office Animals (Scientific Procedures) Act 1986.

### 4.2 Isolation of single hypothalamic POMC-eGFP neurons using fluorescence-activated cell sorting (FACS)

*Ad libitum* fed *Pomc-eGFP* mice were sacrificed by cervical dislocation, and tissue from the medial basal hypothalamus (MBH) region was micro-dissected into Hibernate A medium without calcium and magnesium (BrainBits, Springfield, IL, USA). The tissue was then digested with Papain (20 U/ml, Worthington, Lakewood, NJ, USA) for 30 min at 37 °C with mild agitation, followed by trituration in Hibernate A medium containing DNase I (0.005%, Worthington). The cell suspension was then filtered through a 40 μm cell strainer into a new Falcon tube.

Fluorescence-activating cell sorting was performed using an Influx Cell Sorter (BD Biosciences, San Jose, CA, USA) utilizing a protocol that was previously used for single-cell isolation [31], [32]. The cell gating was set according to cell size (FSC), cell granularity (SSC), FSC pulse-width for singlets, fluorescence at 488 nm/532 nm for GFP and 647/670 nm for nuclear stain with DraQ5 (Biostatus, Shepshed, Leicester, UK). Cells were sorted direct into a 96 well plate containing lysis buffer with RNase inhibitor.

### 4.3 Whole-transcriptome amplification and single-cell RNA sequencing

RNA from the single cell lysate was reverse transcribed and PCR amplified (19 cycles) into double stranded cDNA using Clontech SMART-Seq v4 Ultra Low Input RNA Kit (Takara Clontech, Mountain View, CA, USA). 150 pg of amplified cDNA was then used to generate barcoded sequencing libraries using Illumina Nextera XT library preparation kit (San Diego, CA, USA) according to manufacturer's manual. Samples failing to show amplification were removed from the experiment.

The sequencing libraries were normalized to 10 nM concentration and combined into pools of 96. The pooled libraries were sequenced on 4 lanes of an Illumina HiSeq 4000 instrument at single-end 50bp (SE50), yielding an average of 15.7 million reads per cell. Library preparation was performed by the Genomics and Transcriptomic Core at the Institute of Metabolic Science. The sequencing was performed at the Genomics Core, Cancer Research UK Cambridge Institute. All the raw data in this manuscript has been submitted to GEO, accession number GSE92707.

### 4.4 Leptin and insulin administrations

For pSTAT3 immuno-labelling, mice were fasted overnight and leptin (3 mg/kg, PeproTech, Rocky Hill, NJ, USA) or saline was injected intraperitoneally. 45 min after leptin administration, the animals were sacrificed by a lethal overdose of pentobarbital (60 mg/kg) and perfused transcardially with PBS followed by 4% paraformaldehyde. For pAKT immunofluorescence, overnight fasted animals were administered Actrapid (2 mU/kg, Novo Nordisk, Bagsværd, Denmark) intravenously. Animals were sacrificed 15 min after administration and perfused as described before.

### 4.5 Immunohistochemistry for POMC-eGFP, pStat3 and pAkt

Brains were collected immediately after perfusions and fixed for two additional hours in a 15% sucrose- 4% paraformaldehyde solution. The brains were cryo-preserved in 30% sucrose PBS overnight, embedded in OCT (Bright, Huntingdon, UK), and stored at −80 °C until further processing. Frozen coronal sections were sliced at 30 μm and processed for immunofluorescence. For pSTAT3 immunostaining, sections were pre-treated for 20 min in 1% NaOH and then placed overnight with a rabbit anti-pSTAT3 antibody (1:200, Tyr-705 Cell Signalling). For pAKT immunostaining, sections were incubated with anti-pAKT antibody (1:100, Ser-473 Cell Signalling) overnight. The primary antibodies were localized with Dylight 594 Goat anti-Rabbit IgGs (Vector; 1:500). Coronal images of the arcuate nucleus were taken using a Laser-scanning confocal microscope (LSM 510, Zeiss, Oberkochen, Germany), and eGFP positive cells and double labelled GFP-pSTAT3- or GFP-pAKT immune-reactive cells were counted using Image J.

### 4.6 Immunohistochemistry for Mc4r-MAPT, and Pomc

B6.Cg-Tg(Mc4r-MAPT/Sapphire)21Rck/J male mice were perfused transcardially via a 23-gauge needle placed in the left ventricle with 100 ml of 0.1 M heparinized PBS, pH 7.4, followed by 100 ml of 4% paraformaldehyde in PBS, and the fixed brains were cryoprotected in 30% sucrose for 48 h at 4C. Coronal hypothalamic sections of 30 μm thickness were prepared on a freezing microtome. Free floating sections were incubated for 15 min in 1% hydrogen peroxide, washed 2 times in PBS, blocked 2 h in 0.3% Triton X-100 and 5% NGS in PBS, before being incubated overnight at 4 °C in rabbit anti-proopiomelanocortin precursor (1:200, Phoenix Pharmaceuticals) in 0.3% Triton X-100 and 5% NGS. Sections were then washed and incubated for 2 h with Alexa Fluor 594 goat anti-rabbit IgG. Sections were washed and incubated overnight at 4 °C in chicken anti-GFP (1:500, Abcam). Sections were washed and incubated in Alex Fluor 488 goat anti-chicken IgG for 2 h. Sections were floated onto superfrost Plus microscope slides (Fisher), and coverslipped with Vectashield (Vector). Tissue sections were digitized using a Zeiss Axioplan fluorescent microscope, and areas of interest were outlined based on cellular morphology.

### 4.7 Bioinformatics

The quality of sequence reads was examined using FastQC, and Multiple Genome alignment (MGA) was used to rule out contamination from other DNA sources throughout the wet experimental procedures. Reads were aligned to the mouse genome (GRCm38, Ensembl v74) using Tophat version 2.0.11 [33], and the raw counts at the gene level were determined using Cufflinks version 2.2.1 [34]. The above analyses were performed at the High-performance computing cluster at the Research Computing Service, University of Cambridge.

The raw counts from cells were normalized and batch correction was performed using edgeR [35] and limma [36] packages. Rtsne package was used to generate t-SNE plots [20] and SC3 package was used to perform the clustering analysis [23]. GeneSpring GX software (Agilent) was used to generate the heatmaps. The normalized gene abundance is represented in log_2_RPM, which stands for the base-2 logarithm of Reads per Million. The plots were generated using ggplot2 package, Microsoft Excel and GeneSpring GX. Gene annotations and pathway analysis were perform using Ingenuity Pathway Analysis (Qiagen, Redwood City, CA, USA).

## Figures and Tables

**Figure:**

**Figure 1:**
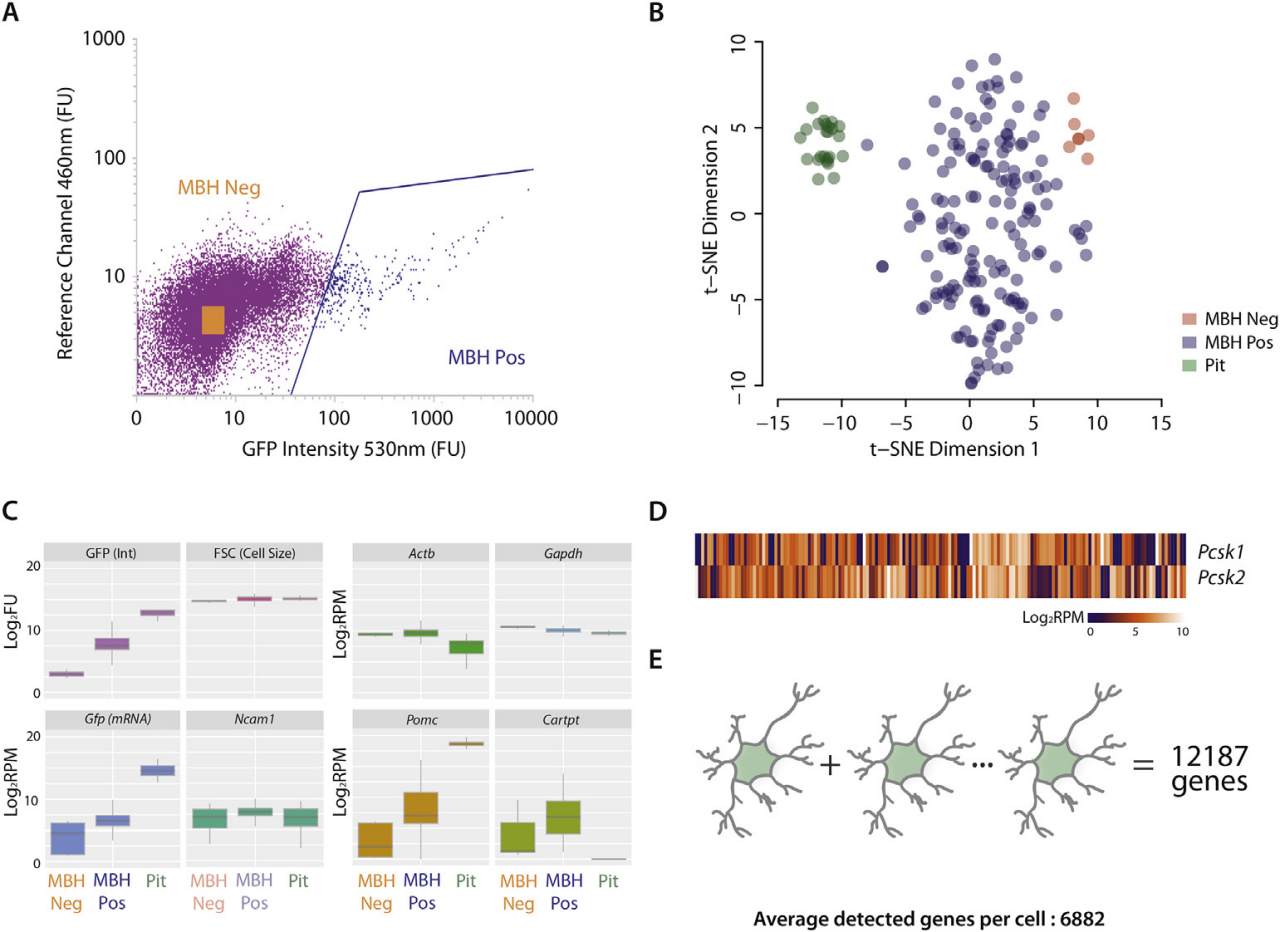
**FACS sorting and single-cell RNA sequencing of POMC-eGFP neurons**. **(A)** The FACS gating for GFP (530 nm) and reference channel (460 nm). The GFP positive cells from the mediobasal hypothalamus (MBH Pos) are labelled blue, and negative cells (MBH Neg) are collected from the orange square within the negative population (purple). The cells were further gated for nuclear stain (DraQ5), cell size (FSC), and granularity (SSC), data not shown. **(B)** t-SNE was used to show the segregation of cells (MBH Pos and Neg, as well as GFP positive cells collected from the pituitary) based on their transcriptomic profiles. **(C)** Quality checks for FACS showing the GFP intensity and cell size measurement among the 3 cell types. We also examined for RNA expression of *Gfp* mRNA, neuronal marker *Ncam1*, the housekeeping genes *Actb* and *Gapdh*, *Pomc*, and *Cartpt*. **(D)***Pcsk1* and *Pcsk2* are widely expressed in the cells sequenced. **(E)** We detected an average of 6882 genes per cell (≥5 RPM), adding all the genes from all the 163 cells together resulted in a total of 12,187 detected genes, indicating heterogeneity in gene expression.

**Figure 2:**
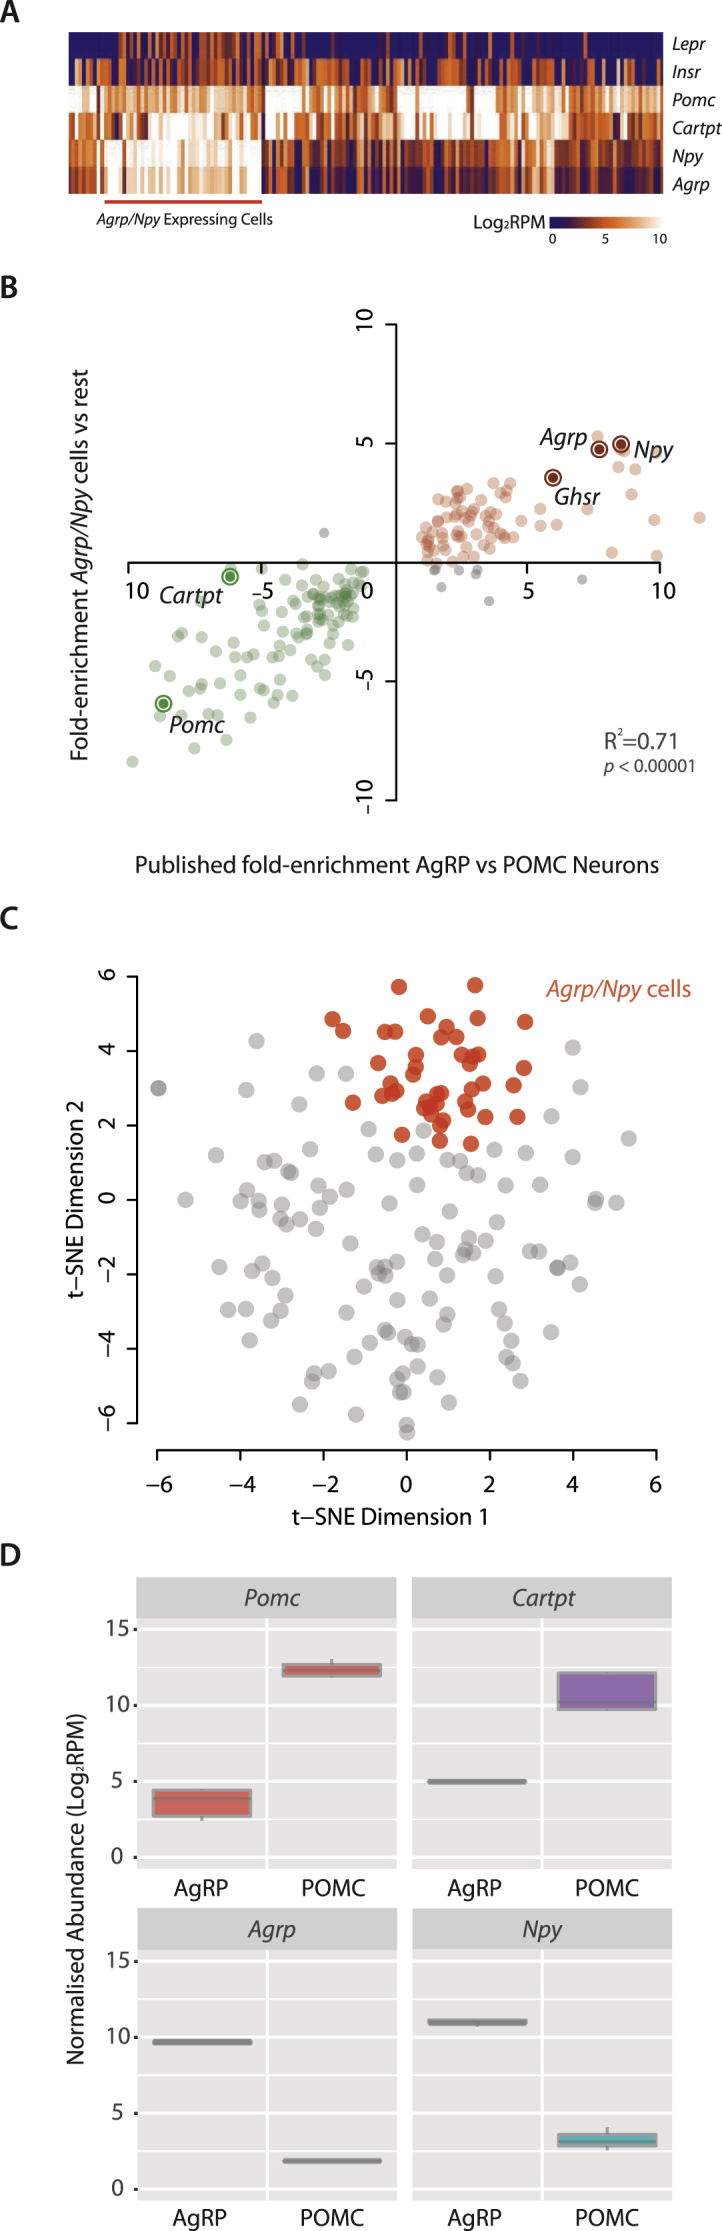
**27.6% of POMC cells also express high levels of *Agrp* and *Npy***. **(A)** We detected 45 cells that expressed high levels of *Agrp* and *Npy* (A^+^P_+_); interestingly, many of these cells also express *Lepr*. **(B)** Differential expression analysis of the A^+^P_+_ vs rest (P^+^) cells shows similar fold enrichments compared to AgRP vs POMC comparison from [18]. The expression of the top 200 enriched genes (from the published data) are plotted in the graph. **(C)** The *Agrp/Npy* cells form a strong cluster in a t-SNE plot showing only the 163 MBH Pos cells. **(D)** Expression levels of *Pomc*, *Cartpt*, *Agrp*, and *Npy* in published AgRP and POMC neurons. The AgRP neurons express low but detectable levels of *Pomc* and *Cartpt*; on the other hand, *Npy* and *Agrp* are also detectable in POMC neurons.

**Figure 3:**
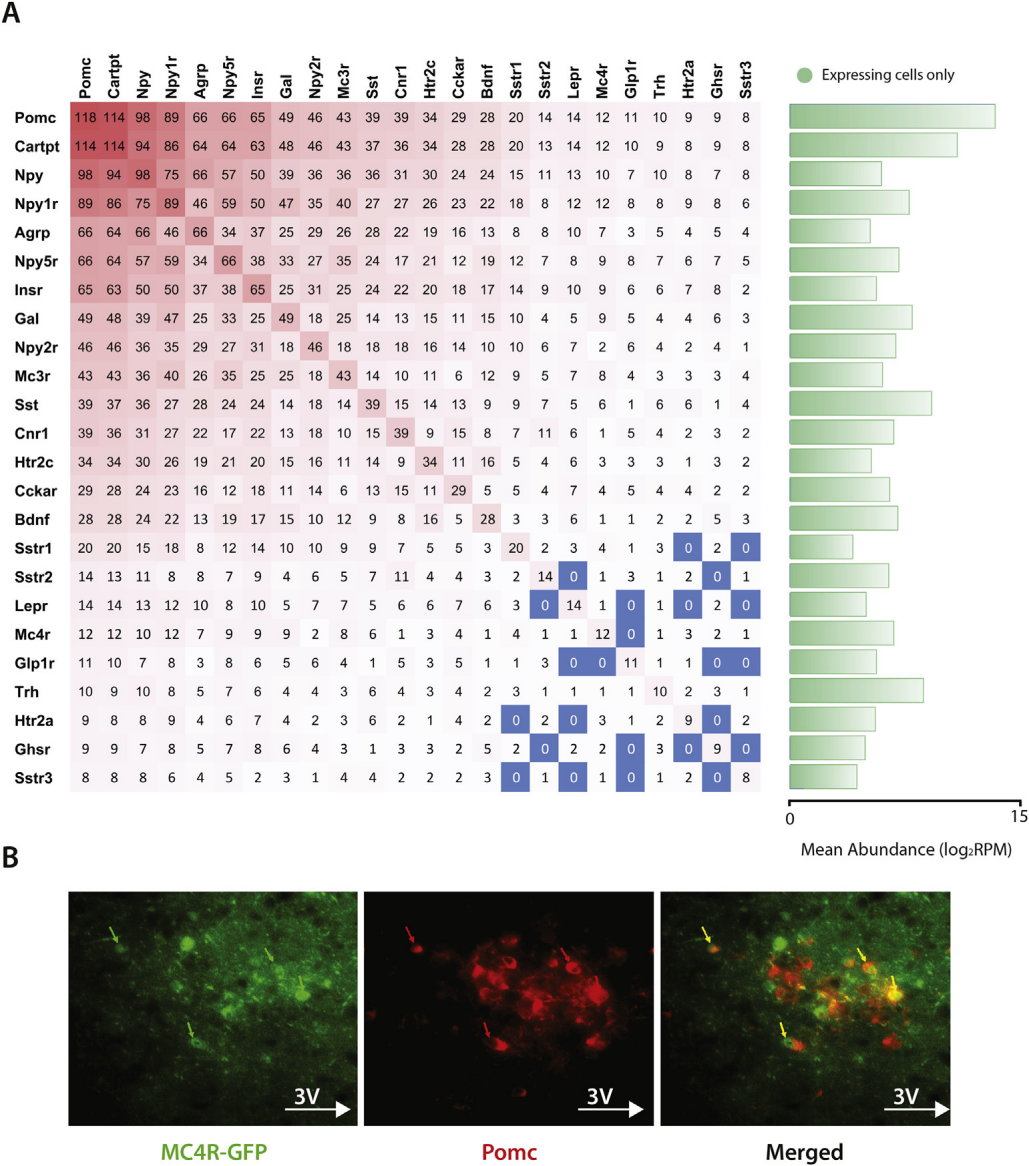
**The expression matrix of selected neuroendocrine genes**. **(A)** An expression matrix showing the number of cells expressing ≥ 5 linear RPM (2.32 log_2_RPM) of a selection of neuroendocrine genes, the *Agrp/Npy* cells were excluded from the matrix. One can look up to co-expression of up to 2 genes by looking at the intersections between rows and columns, e.g. there are 43 *Mc3r* expressing cells (9th row), and 25 of them also expressed *Insr* (7th column). The average normalized gene abundance in expressing cells is shown in green bars. **(B)** We found 12 cells expressing *Mc4r* within our cohort and this was confirmed by immunostaining for POMC the arcuate nucleus of MC4R-GFP mice.

**Figure 4:**
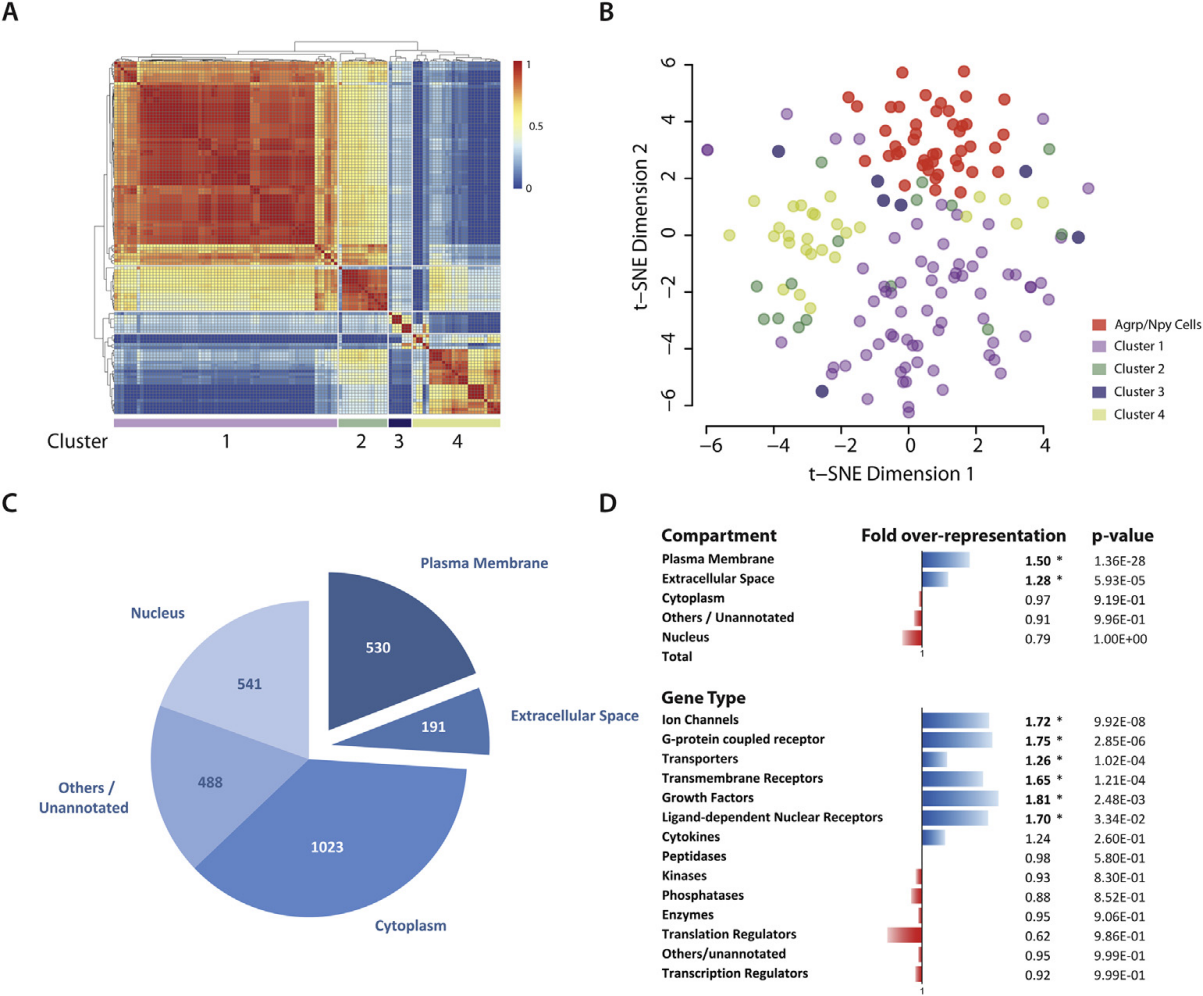
**Clustering analysis and identification of driver genes for heterogeneity**. **(A)** Clustering analysis was performed using the ‘SC3’ package in order to identify clusters of cells that show similarity in their transcriptomic profiles. Using k-means clustering, we found 4 clusters with an average silhouette width of 0.64. **(B)** A t-SNE plot showing the 4 clusters from the analysis. **(C)** Using the clustering results we identified 2773 candidate genes that drove heterogeneity. **(D)** There was over-representation of genes from the plasma membrane (1.50-fold) and extracellular space (1.28-fold) within the list of driver gene candidates. This enrichment was mainly driven by over-representation of plasma membrane protein encoding genes including ion channels, G-protein coupled receptors, transporters, and other transmembrane receptors. There was also a 1.8-fold enrichment of growth factors in the driver gene list.

**Figure 5:**
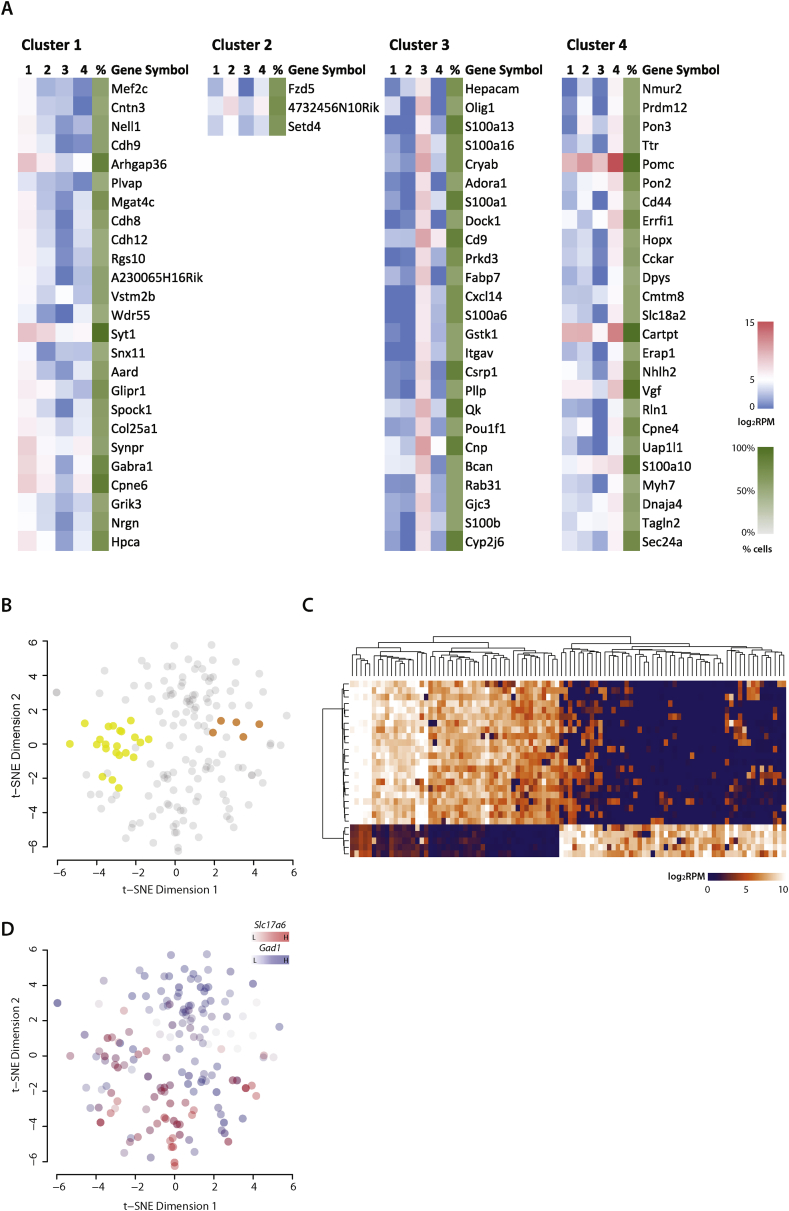
**Top candidate driver genes for the resulting clusters**. **(A)** The top 25 genes ‘markers’ were ranked by maximum fold difference and a differential expression FDR cut off of 0.05, and the lists for each of the clusters are shown. The number of cells expressing the gene is also included in the rightmost column (green). *Pomc* and *Cartpt* are expressed in all 4 clusters, but the expression of the two genes are highest in Cluster 4 cells (>1log_2_FC from cluster 2 which is second highest). **(B)** The clusters can be further subdivided, e.g. cluster 4 shown here. **(C)** Top differentially expressed genes between the two subgroups of cluster 4 cells. A larger version of the heatmap is available in the supplementary material. **(D)** All of the A^+^P_+_ neurons express GABAergic marker *Gad1* (*Gad67*, blue) and the same applies to 70% of the P^+^ neurons. We also found about 50% of the P^+^ neurons that express glutamatergic marker *Slc17a6* (*Vglut2*, red), 24% of the P^+^ neurons express both markers indicating dual roles at synaptic junctions.

**Figure 6:**
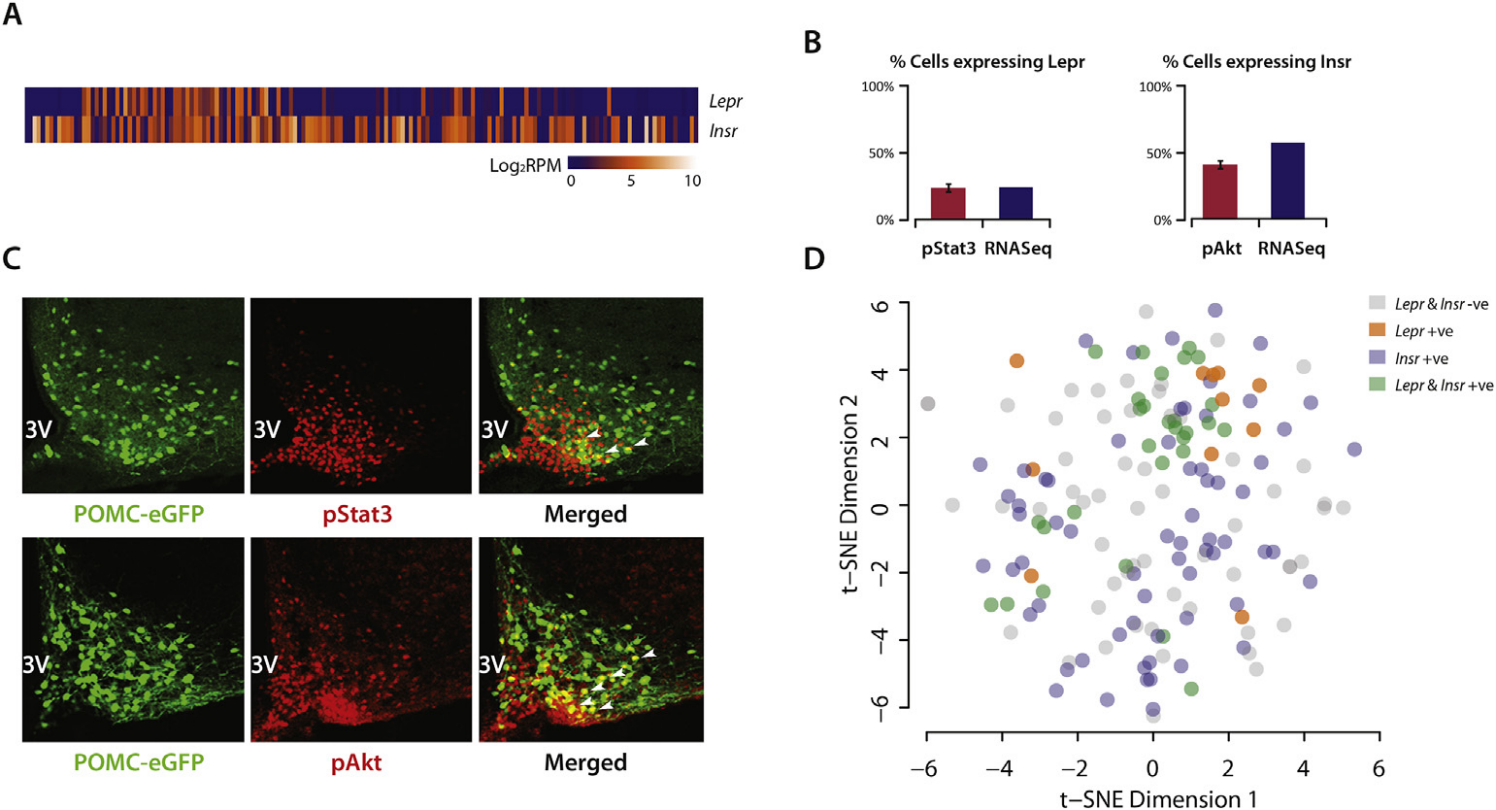
***Lepr* and *Insr* expression in hypothalamic POMC neurons**. **(A)** We detected 30 *Lepr* and 83 *Insr* expressing cells out of the 163 cells in our sequencing cohort. **(B)** The percentages were compared to the number of cells that exhibited pStat3 and pAkt immunoreactivity post-administration of leptin and insulin (respectively). **(C)** Representative images showing POMC-eGFP, immunoreactivity of pStat3 (upper panel) and pAkt (lower panel). Cells that were double-stained were marked with white arrows. **(D)** The t-SNE plot shows a lack of clear clustering for *Lepr* and *Insr* expressing cells, indicating that expression of either receptor alone was not sufficient to drive segregation at the whole transcriptome level.

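Neighbourhoods in expression space were measured with 10 nearest neighbours per cell. Over all 163 cells, 57.5% of the neighbours of *Lepr* cells and 23.9% of those of other cells expressed *Lepr*. For A+P_+_ cells the values were 73.9% and 67.9%, and for P+ cells 34.5% and 17.5%, with neighbours still taken among all 163 cells. Neighbours of the other class thus count in these values. P+ cells 15, 41, 52 and 62 expressed *Lepr* and had *Agrp* above 10 log2RPM. Whether *Lepr* cells lie together among P+ cells alone was not tested. For *Insr* the values were 70.8% and 66.0% over all cells. By comparison, 88.4% of the neighbours of A+P_+_ cells and 3.73% of those of P+ cells were A+P_+_ cells.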

**Table 1:**
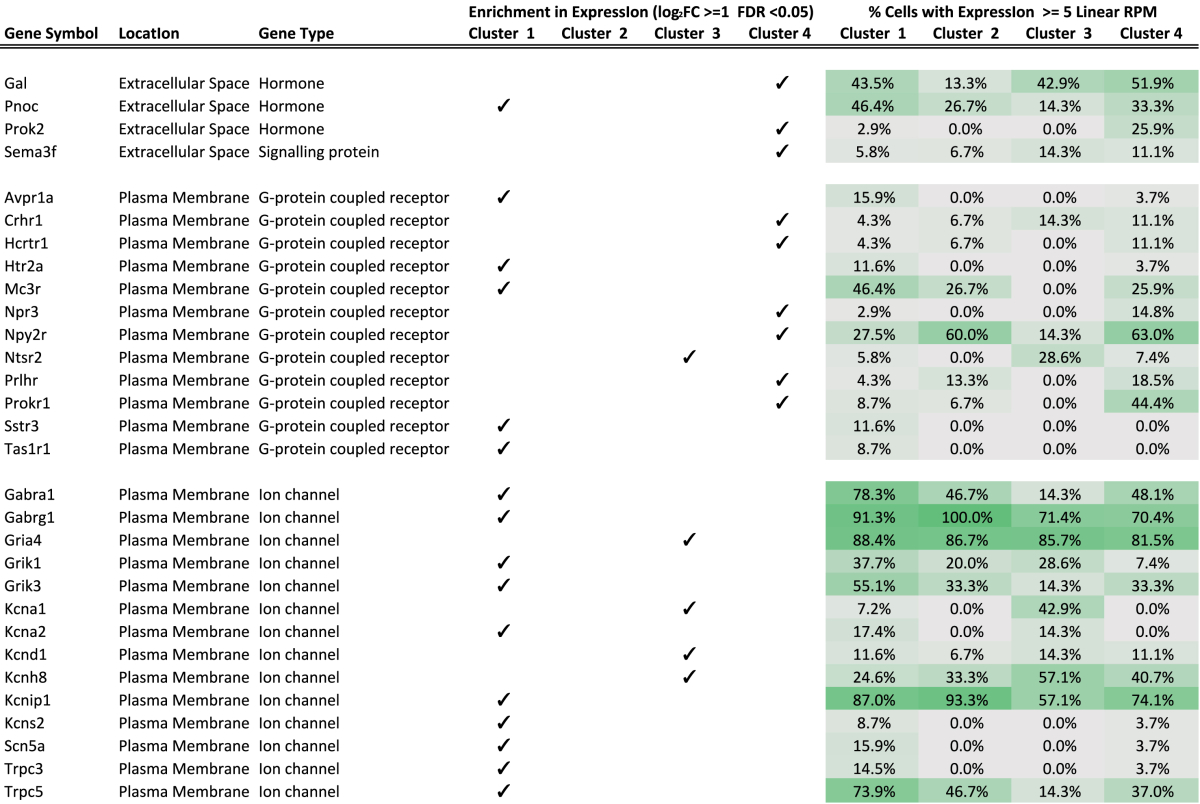
**A selective list of driver genes for the P**^**+**^**cell clusters**.

A checkmark indicates an enrichment of the gene in the cluster and the proportion of cells expressing the gene in each of the clusters is shown on the right. For example, *Gal* is enriched in cluster 4 and it is expressed in 51.9% of the cells in the cluster.

How the deposited data were processed for this re-analysis (not part of the article)

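The data are single-cell RNA-seq libraries of 163 MBH Pos neurons, sorted by the GFP that marks *Pomc* expression, with 1 library per cell. The authors demultiplexed reads with CASAVA 1.7, aligned them to GRCm38 with TopHat2 2.0.11, counted them per gene with Cufflinks 2.2.1 and normalized them with edgeR and limma, for which the paper gives no versions. The log2 values were deposited by the authors as log2RPM with a prior count, already normalized and filtered to 12187 genes that reach 5 RPM in at least 7 cells, and they were used as given. Linear RPM is 2 to the power of these values. The labels give no animal, plate or batch, so the 163 cells count as 1 sample, and no batch adjustment was possible. Pituitary and MBH Neg cells were not analysed here.

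Whole reads were recovered from the steps between low values, where 99.3% of values of 1 to 20 reads lay within 0.1 of a whole number. Median depths were 8.63 M reads in A+P_+_ cells, 7.98 M in P+ cells, and 8.26, 5.87, 4.82 and 8.13 M in clusters 1 to 4. The floor of 0.532 RPM, which stands for 0 reads, is part of each value. A value of 5 RPM thus rests on somewhat fewer than 5 reads per M reads of depth. At the 1 RPM cut-off the floor is a larger part of the value. Detection at 5 RPM is least certain in the shallowest cells.

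Classes were rebuilt by least absolute deviations: membership of each cell in cluster 1, 2, 3, 4 or none was solved as a linear programme from the shares of expressing cells in Supplementary Table 1, with fixed cluster sizes. Counts came within 1 cell of the table for 90.1% of values and were equal for 69.0%, with a mean excess of 0.340 cells. On simulated data with known answers, 196 of 200 genes shifted by 2 were called at least 1 higher, and 1.41% of 11987 other genes were called. No such rate was computed for each cluster, of which the smallest has 7 cells, so these rates cannot be applied to the cluster differences. Depth was recovered within 0.0159%. Other definitions were tried: the 45 cells with the highest *Agrp* and *Npy*, a mixture of 2 components, k-means on 10 components without the class genes, and consensus k-means with 3, 4 or 5 groups on 5 to 8 dimensions.

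Shares of cells carry Clopper-Pearson 95% intervals. Differences are between means of log2RPM (A+P_+_ minus P+, or a cluster minus the mean of the other 3 cluster means), and for gene lists the percentile of the median among 10000 random lists matched on mean expression. Named genes are those the paper names, the 12 with the largest difference in each direction between classes and the 8 with the largest positive difference in each cluster, each expressed in at least 50% of cells of the higher group, and members of the gene lists as examples. Values in the paper's tables had been seen when this rule was written. Alternatives were cut-offs of 1 and 10 RPM and any value above the lowest, pseudocounts of 0.1 and 5 RPM, a filter at 10% of cells, leaving out cells with fewer than 4000 genes or with 3 or more markers of another cell type, rescaling by 2711 genes found in at least 90% of cells, and thinning to 3.84 M reads. Cluster 2 was also described without its 3 cells with *Agrp* above 10 log2RPM, a choice made after the values were seen. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.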

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

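All tests in this part except that of sequencing depth were chosen after the result was seen, and *Mobp* was chosen after its values were seen. Each gene below lies outside those the paper discusses and was found in more cells than a count of 0 allows (6.67% of 45 A+P_+_ cells, 2.54% of 118 P+ cells). For the genes that differ between the classes this limit decides nothing, since they were named among genes expressed in at least 50% of cells of the higher group. For the genes of other cell types it decides little, since only genes that reach 5 RPM in at least 7 of 163 cells were deposited.

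In A+P_+_ cells these were the protease inhibitor *Serpina3n* (97.8%), the matrix protein *Tgfbi* (82.2%), the activin receptor *Acvr1c* (93.3%) and the glypican *Gpc4* (93.3%). Of these, *Tgfbi* was found in 37 of 45 A+P_+_ and 8 of 118 P+ cells, whereas *Serpina3n* was also found in 88 P+ cells. In P+ cells they were the prolactin receptor *Prlr* (85.6%), the teneurin *Tenm1* (82.2%), the calcium buffer *Calb1* (96.6%) and the protocadherin *Pcdh19* (80.5%). *Prlr* was found in a similar share of all 4 clusters and in 13 of 45 A+P_+_ cells, but its mean level differed between clusters, by 1.05, -0.78, -1.77 and 1.50 for clusters 1 to 4 against the others. No explanation of these was tested.

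Genes of other cell types were also found in P+ cells: *Pdgfra* (6.78%) and *Mobp* (6.78%). Such genes were not confined to cluster 3: 42 of 118 P+ cells, 5 of them in cluster 3, and 19 of 45 A+P_+_ cells expressed 3 or more markers of 1 other cell type. The highest levels lay in cluster 3, where *Pdgfra* reached 11.31, 10.88 and 10.96 log2RPM in 3 cells, *Mobp* 13.35 log2RPM in 1 cell and *Prl* 14.09 log2RPM in 1 cell.

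For the genes of other cell types in cluster 3, doublets of a neuron and another cell are argued against by 5478 genes per cell against 6816 in the other P+ cells (a difference of -1338) and by low pan-neuronal genes. Lower depth of these libraries, 0.595 times that of the other P+ cells, was above the limit of 0.5 set for it, and cannot add glial transcripts. Cells of another type in the sort may be the source: 5 of the 7 cells held 2 or more markers of 1 type above every other P+ cell, just the number set as the limit (the other 2 held 1 each), and 9 pan-neuronal genes had a median difference of -2.64. The sort for GFP would remove cells without it, all 7 cells held *Pomc* and *Snap25*, the lists for oligodendrocytes and their precursors share *Olig1*, and the genes of this cluster had part in its rebuilding. No biological explanation was tested.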

How the results depend on the processing

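The ratio of mean RPM was chosen after the results were seen, as were leaving out cluster 3 or cells whose *Agrp* goes against their class and taking off the floor. Of 484 comparisons for 44 genes between A+P_+_ and P+ cells, 478 stayed within the spread over cells, 5 moved and 1 reversed. Of 397 for 45 cluster results, 363 stayed, 30 moved and 4 reversed. The spread over cells is wide, so a difference that stayed may still have changed much in size or fallen below 1. These counts therefore do not show that the sizes of differences are stable. Of 176 for 22 genes of Figure 3A (the 24 read from the figure, without *Lepr* and *Insr*), 45 moved and the others stayed, of 165 for 15 list medians 4 moved and the others stayed, and all 24 for 12 levels stayed.

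Shares of cells followed the detection cut-off. At 1 RPM they were 82.2% (A+P_+_), 43.2% (P+) and 54% (all) for *Lepr*, 91.1%, 83.1% and 85.3% for *Insr*, 50.3% for *Lepr* with *Insr*, 100% for *Pcsk1* or *Pcsk2*, 98.8% (all) and 98.3% (P+) for *Gad1*, and in P+ cells 89% for *Slc17a6* and 87.3% for *Gad1* with *Slc17a6*. At 10 RPM, *Lepr* was 11.9% (P+) and 25.2% (all), *Insr* 57.1% (all), *Lepr* with *Insr* 17.2%, *Gad1* 85.9% (all) and 80.5% (P+), and *Gad1* with *Slc17a6* 43.2% (P+). Counting any value above the lowest gave 88.9% (A+P_+_), 66.9% (P+) and 73% (all) for *Lepr*, 93.3%, 96.6% and 95.7% for *Insr*, 71.8% for both, 100% for *Pcsk1* or *Pcsk2* and for *Gad1* (all and P+), 95.8% (P+) for *Slc17a6* and for *Gad1* with *Slc17a6*, and 10328 genes per cell. The cut-off itself sets these changes. *Lepr* was found in a larger share of A+P_+_ than of P+ cells under each of them, whereas for *Insr* the order of the classes changed when any value counted.

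The *Socs3* difference between classes was -0.18 as the ratio of mean RPM. With consensus groups in place of the rebuilt clusters, the difference of the group matched to cluster 4, which held 13 cells of cluster 1 beside 6, 11 and 5 of cluster 4, for *Npy2r* was -1.29 with 4 groups, -2.08 with 3 and -1.48 with 5, and that of *Nhlh2* was -0.029 with 3. With 3 groups, 16 named genes had a cluster difference of at least 1, and no group matched cluster 3. The causes were not tested. The median difference of all genes between classes was 0.18, and -0.18 as the ratio of mean RPM. Leaving out cells with fewer than 4000 genes removed 0 cells, says nothing about stability and is not counted above. Thinning to 3.84 M reads left out 16 cells.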

Differences from the paper's values

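The ratio of mean RPM, leaving out cluster 3 or cells whose *Agrp* goes against their class, and taking off the floor were chosen after the values were seen, and the other alternatives were set before the data were examined. *Lepr* was found in 22 P+ cells, against the paper's 14. Alternatives within the limit were detection at 10 RPM (14 cells), a mixture of 2 components (19), k-means without the class genes (18), leaving out cells with markers of another type (19) and thinning (21), and the last 2 count fewer cells, being 25% of 76 and 20% of the P+ cells kept against 18.6% without them, so the shares come no closer. Those outside the limit were 1 RPM, any value above the lowest, the 45 cells with the highest *Agrp* and *Npy*, leaving out cells with fewer than 4000 genes, and rescaling. The legend of Figure 6A gives 30 *Lepr* cells in all, by the paper, against 53 here. Detection at 10 RPM (41) and leaving out cells with markers of another type (34) came within the limit and the other alternatives did not, but 34 is 33.3% of the remaining cells, against 32.5% of all. The paper's text gives 40 for the same count, and for *Insr* 94 in the text and 83 in the legend.

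*Gad1* and *Slc17a6* were both found in 57.6% of P+ cells, against the paper's 24%. All alternatives differed too, the lowest being 43.2% at 10 RPM. The paper writes of high levels without a value, and 5 RPM was used here.

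The size of the *Pomc* difference between A+P_+_ and P+ cells was 2.54 on the log2 scale, below the paper's bound of more than 5. All alternatives set before the data were examined stayed below it too, as did leaving out cluster 3 (2.64) or cells whose *Agrp* goes against their class (2.78) and taking off the floor (2.55). The ratio of mean RPM, also chosen after the values were seen, gave 5.93, which is above the bound.

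Depth was 9.71 M reads per cell, against the paper's 15.7. The value here counts only reads in the 12187 genes, and the paper's all reads, so the measures are not the same. No alternative applies. The copy of Supplementary Table 1 used here holds 1360 genes that could be matched, against the paper's 2773 genes, and no alternative applies.

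The paper states that *Npy2r* was highest in cluster 4. Its mean here was 4.93 log2RPM in cluster 4 and 5.23 log2RPM in cluster 2, while *Pomc*, *Cartpt*, *Nhlh2* and *Cckar* were highest in cluster 4. Of the 15 cells of cluster 2, 3 had *Agrp* above 10 log2RPM, and the mean of the other 12, a choice made after the values were seen, was 4.42 log2RPM, below that of cluster 4. The paper also describes *Hcrtr1* as far higher in cluster 4. Its difference here was 0.27 in cluster 4 and 0.31 in cluster 2, both below 1.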

Other observations

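The tests for transcripts carried over between wells and for batches along the cell numbers, that for *Lepr* included, were chosen after the results were seen, and those for depth were not.

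Several gene lists were not described above. *Slc17a6*, the 1 measured glutamate marker, differed by -3.56 between classes. Of 3 measured acetylcholine and monoamine markers, 1 was higher and 1 lower in A+P_+_ cells (median -0.79), and of 36 feeding-related receptors 8 were higher and 8 lower (median -0.14, percentile 1.11). Of the 24 genes read from the matrix in Figure 3A, of which the paper's text counts 23, 7 were higher and 7 lower (median -0.18, percentile 0.91). Of 16 immediate early genes, 6 were lower and 1 higher in A+P_+_ cells (median -0.81, percentile 0).

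For the low *Agrp* and *Npy* in most P+ cells and the low *Pomc* in all A+P_+_ cells, deeper sequencing as the reason for finding *Agrp* and *Npy* is argued against, since the deeper P+ cells had less *Npy* (-2.07) and less *Agrp* (-1.99) than the shallower ones. The levels do depend on depth, in the direction that a fixed number of carried-over reads per library would give, which was noticed afterwards. They also followed the cell numbers. A difference in median depth does not explain this, since the parts compared above had similar medians, though their ranges of depth differed. In the P+ cells with *Agrp* below 10 log2RPM, the median absolute difference between successive cells of a cluster was 0.637 times that over all pairs for *Agrp* and 0.589 times for *Npy*, lower than for 99.5% and 99.8% of 6663 genes expressed in at least 50% of these cells. The median over these genes was 1.003, but cells 67 to 98 expressed fewer genes, 6323 ± 753 against 7124 ± 764 in cells 1 to 66 and 6912 ± 830 in cells 99 to 163, and their depths lay closer together, from 5.43 to 13.7 M reads against 1.65 to 22.2 and 1.46 to 41.9 M. A difference between library batches thus stays open, since whether the cell numbers stand for plates, days or animals is not given. An amount of carry-over that varies between sets of libraries would give such levels, and so would a difference between animals, which was not tested. Transcripts carried over between wells or libraries could not be excluded: log2(*Npy*/*Agrp*) in P+ cells differed by -0.11 from that in A+P_+_ cells, as carry-over predicts. Cluster 3 held more *Npy* than other P+ cells, by 1.65. This does not decide against carry-over, since the median depth of cluster 3 was 0.595 times that of other P+ cells. Its cells 14, 25 and 61 also lie among cells 1 to 66, where median *Npy* was highest (6.65 log2RPM). For *Pomc* in A+P_+_ cells the shares of the mean differed by 1.04, the 10% point of A+P_+_ cells lay 1.18 above that of P+ cells, and the median of cluster 3 lay 1.73 above that of A+P_+_ cells. The first rule set for *Pomc* would have argued against carry-over from the 1.18. The rule was revised after this value was seen, because plates are not named and may differ, so this test stays undecided. Within cells 1 to 66, compared after the values were seen, the lowest of 27 A+P_+_ cells held *Pomc* at 4.56 log2RPM. P+ cells 1, 8, 19, 53, 57, 58 and 63, both shallow and deep, held 3.90, 3.42, 3.06, 1.01, 3.19, 2.71 and 2.89 log2RPM. This argues against 1 shared level of carry-over as the source in these 27 cells. Carry-over that differs between wells stays open, and no biological explanation was tested.

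The higher share of *Lepr* cells among A+P_+_ cells was tested against a difference in depth between cells. With cells thinned to 3.84 M reads, the difference between the shares was 44.3 points against 50.2 points at full depth, a ratio of 0.881, which argues against depth as its cause. Taken within the 3 parts of the cell numbers and weighted by their sizes, the difference was 46.9 points (95% counting interval 32.2 to 61.6), a ratio of 0.934, which argues against an uneven spread of the classes over these parts as the whole cause. By part it was 42.2, 5.19 and 71.2 points, and in cells 67 to 98 it rests on 1 of 5 against 4 of 27 cells, which shows no clear difference. No biological explanation was tested.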
